# Mosaic loss of chromosome Y promotes leukemogenesis and clonal hematopoiesis

**DOI:** 10.1172/jci.insight.153768

**Published:** 2022-02-08

**Authors:** Qi Zhang, Lei Zhao, Yi Yang, Shujun Li, Yu Liu, Chong Chen

**Keywords:** Genetics, Hematology, Genetic instability, Leukemias

## Abstract

Mosaic loss of chromosome Y (mLOY) in blood cells is one of the most frequent chromosome alterations in adult males. It is strongly associated with clonal hematopoiesis, hematopoietic malignancies, and other hematopoietic and nonhematopoietic diseases. However, whether there is a causal relationship between mLOY and human diseases is unknown. Here, we generated mLOY in murine hematopoietic stem and progenitor cells (HSPCs) with CRISPR/Cas9 genome editing. We found that mLOY led to dramatically increased DNA damage in HSPCs. Interestingly, HSPCs with mLOY displayed significantly enhanced reconstitution capacity and gave rise to clonal hematopoiesis in vivo. mLOY, which is associated with *AML1-ETO* translocation and p53 defects in patients with acute myeloid leukemia (AML), promoted AML in mice. Mechanistically, loss of KDM5D, a chromosome Y–specific histone 3 lysine 4 demethylase in both humans and mice, partially recapitulated mLOY in DNA damage and leukemogenesis. Thus, our study validates mLOY as a functional driver for clonal hematopoiesis and leukemogenesis.

## Introduction

Mosaic loss of chromosome Y (mLOY) is the most frequent chromosome alteration in adult males’ blood cells (1, 2). It is estimated that approximately 20% of the male population has detectable mLOY in peripheral blood cells (3). With aging, the frequency of mLOY in the population and the levels of mLOY are dramatically increased. More than 70% of the elderly population has blood cells with mLOY, and up to 100% of their blood cells may lose chromosome Y (3). Moreover, it has been shown that mLOY is tightly associated with multiple hematopoietic and nonhematopoietic human diseases, such as clonal hematopoiesis, leukemia, solid cancers, Alzheimer’s disease, cardiovascular events, and eventually all-cause mortality (4–10). Clonal hematopoiesis (CH) is a common aging-related hematopoietic abnormality in which a single hematopoietic stem or progenitor cell gives rise to a substantial proportion of peripheral blood cells or bone marrow cells (hematopoietic stem and progenitor cells, HSPCs) (11). mLOY has been suggested as a marker for the diagnosis of clonal hematopoiesis (6, 12–15). Furthermore, mLOY in leukocytes is a predisposition for hematopoietic malignancies, including acute myeloid leukemia (AML), acute lymphoid leukemia, and myelodysplastic syndrome (4, 16). Among them, up to 60% of AML with t(8;21) (q22;q22) (*AML1-ETO*) showed mLOY (17–20). However, due to the technical challenges to precisely deleting a whole chromosome in somatic cells, functional evidence of mLOY in hematopoietic cells is still missing.

XO mice had been applied to study the role of chromosome Y in leukemogenesis but failed to recapitulate the pathology of mLOY in patients (21). One potential explanation might be the different DNA damage responses in embryonic stem cells and somatic cells (22, 23). Consistently, accumulating evidence indicates that Turner syndrome patients have a reduced risk of cancer, including hematopoietic malignancies, which is in sharp contrast to the strong association of mLOY with multiple cancers in aging males (24, 25). Thus, we asked whether mLOY in somatic cells, but not XO in the germline, would drive malignant transformation.

Fortunately, recent advances in genome editing, including CRISPR/Cas9, have made it possible to remove an entire chromosome precisely (26–29). In this study, we generated mLOY in HSPCs with CRISPR/Cas9 and investigated its potential functions in AML and CH.

## Results

### Generating mLOY in murine HSPCs.

Taking advantage of recent advances in genome editing (27), we designed a strategy to generate mLOY by introducing 2 independent single guide RNAs (sgRNAs) targeting *Ssty1* (spermiogenesis-specific transcript on Y 1) or *Ssty2* (spermiogenesis-specific transcript on Y 2) in c-Kit^+^ HSPCs from Rosa-Cas9 mice (Figure 1A). Because there are more than 300 copies of *Ssty1* and *Ssty2* repeats specifically located on chromosome Y, multiple cuts by sgRNAs on the same chromosome would result in the deletion of the whole chromosome, at least in embryos (27, 29). Previous whole-genome sequencing showed that these sgRNAs had minimal off-target effects and could give rise to healthy animals without chromosome Y (27). To further exclude the possibility of continuous cutting by CRISPR/Cas9 and thus potential off-target effects, we cointroduced a suicide sgRNA against Cas9, which was linked in tandem with sg*Ssty1* or sg*Ssty2* (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153768DS1). By immunofluorescence staining, we found that sgCas9 completely depleted Cas9 in HSPCs (Supplemental Figure 1B).

These sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs were analyzed by fluorescence in situ hybridization (FISH) with FITC-labeled whole–chromosome Y probes to visualize chromosome Y loss with Texas Red–labeled chromosome XqA7.3 probes as staining control, with sgScr-sgCas9 cells as control (27). Although all of the control HSPCs had intact Y chromosomes, approximately 15% of sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs displayed mLOY, as indicated by negative staining of the chromosome Y probes (Figure 1B). 

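RNA-seq was performed on c-Kit+ HSPCs 8 days after infection with sgSsty1-sgCas9, sgSsty2-sgCas9 or the scrambled control sgScr-sgCas9, with 3 libraries in each group. The paper describes these cells as HSPCs of Rosa-Cas9 mice. The sample labels describe them as Trp53-deficient, and the protocol text of the labels mentions the AML1-ETO fusion for the mLOY samples. For RNA extraction, the labels name Trizol and the paper's methods name the RNeasy Mini Kit. The guides are the same in both sources. According to the methods, RNA with an integrity number of at least 7.5 was sequenced on an Illumina NovaSeq instrument as 150-bp paired-end reads, which were aligned to GRCm38 with STAR. The authors deposited a table of read counts per gene and a table of the same counts divided by DESeq2's size factors, each listing 51912 genes by Ensembl identifier. The paper's text does not name the program that counted the reads or say whether it used strand. The libraries held between 15431613 and 19955273 counts in sgScr HSPCs (median 17359634), between 19195423 and 20745600 in sgSsty1 HSPCs (median 19301494), and between 15233698 and 17298028 in sgSsty2 HSPCs (median 16265860). A gene with 3 counts, taken here as the floor, thus stood at between 0.145 and 0.197 CPM (counts scaled to a common library total), depending on the library. Levels per gene are given as CPM after TMM normalization of the counts in edgeR. The 15098 genes that passed edgeR's filter on low counts were tested by its quasi-likelihood test, in one fit of all 9 libraries with no covariate. The sgScr libraries served as the control of both comparisons, so the chance deviations of these 3 libraries enter both.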

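Uty (ENSMUSG00000068457) lies on chromosome Y of GRCm38 from 1096861 to 1245759. Its level was 24.0 ± 0.0875 CPM (SD, n = 3 libraries) in sgScr HSPCs, 19.9 ± 1.74 CPM (SD, n = 3) in sgSsty1 HSPCs and 20.5 ± 2.19 CPM (SD, n = 3) in sgSsty2 HSPCs. The log2 fold change of Uty was -0.27 with sgSsty1 (standard error 0.09, adjusted p = 0.0972 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes) and -0.22 with sgSsty2 (standard error 0.09, adjusted p = 0.108). Eif2s3y (ENSMUSG00000069049, chromosome Y from 1010543 to 1028847) had 80.3 ± 1.25 CPM in sgScr HSPCs, 73.3 ± 2.90 CPM in sgSsty1 HSPCs and 72.7 ± 3.53 CPM in sgSsty2 HSPCs. Its log2 fold changes were -0.13 (standard error 0.05, adjusted p = 0.158 in edgeR) and -0.14 (standard error 0.05, adjusted p = 0.0734). Kdm5d (ENSMUSG00000056673, chromosome Y from 897788 to 956786) had 33.9 ± 2.54 CPM in sgScr HSPCs, 31.8 ± 0.538 CPM in sgSsty1 HSPCs and 29.4 ± 2.18 CPM in sgSsty2 HSPCs. Its log2 fold changes were -0.09 (standard error 0.07, adjusted p = 0.552 in edgeR) and -0.21 (standard error 0.07, adjusted p = 0.0687).

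Uty and Eif2s3y were lower in each of the 3 sgSsty1 and the 3 sgSsty2 libraries than in every sgScr library. The exact two-sided permutation test gave p = 0.1 for each of these comparisons, the smallest p that 3 libraries against 3 allow. For Kdm5d, the groups overlapped with either guide (exact permutation p = 0.4 with sgSsty1 and 0.2 with sgSsty2). Ddx3y (chromosome Y from 1260771 to 1286629), a further Y-linked gene that is widely expressed, was at 58.6 ± 2.01 CPM in sgScr HSPCs and 57.7 ± 0.813 CPM in sgSsty1 HSPCs, and at 63.7 ± 5.08 CPM in sgSsty2 HSPCs, above every sgScr library (exact permutation p = 0.1). Each of these genes has an X-linked paralogue, with which the authors' counting could have shared reads.

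Among the 4 Y-linked genes, 0 had an adjusted p of 0.05 or less over all genes in edgeR. Adjusted over the list alone, 2 genes passed in sgSsty1 HSPCs, Uty (adjusted p = 0.0424 in edgeR) and Eif2s3y (adjusted p = 0.0477). In sgSsty2 HSPCs, 3 genes passed when adjusted over the list alone in edgeR, Kdm5d and Eif2s3y with an adjusted p of 0.0328 and Uty with an adjusted p of 0.0395. The list holds the 3 genes that the paper reports as reduced in these samples, so it is not independent of that report. Tested together as a set by limma's rotation test fry, the 4 genes had a mean log2 fold change of -0.13 with sgSsty1 (p = 0.0224) and -0.11 with sgSsty2 (p = 0.0312), where an exact permutation of the libraries could not go below 0.1. These values use all 9 libraries, and with only the 6 libraries compared fry gave 0.00953 for sgSsty1 and 0.0539 for sgSsty2. Without Ddx3y, the mean log2 fold change of the Y-linked genes was -0.17 in sgSsty1 HSPCs and -0.19 in sgSsty2 HSPCs (fry gave 0.00511 and 0.00194). Without Kdm5d, it was -0.14 in sgSsty1 HSPCs (fry 0.0107) and -0.08 in sgSsty2 HSPCs (fry 0.0666). Leaving out 1 library at a time kept both means below 0, but the p from fry rose above 0.05 in 4 of the 6 fits for sgSsty1 and in 5 of the 6 fits for sgSsty2.

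**Figure D1:**
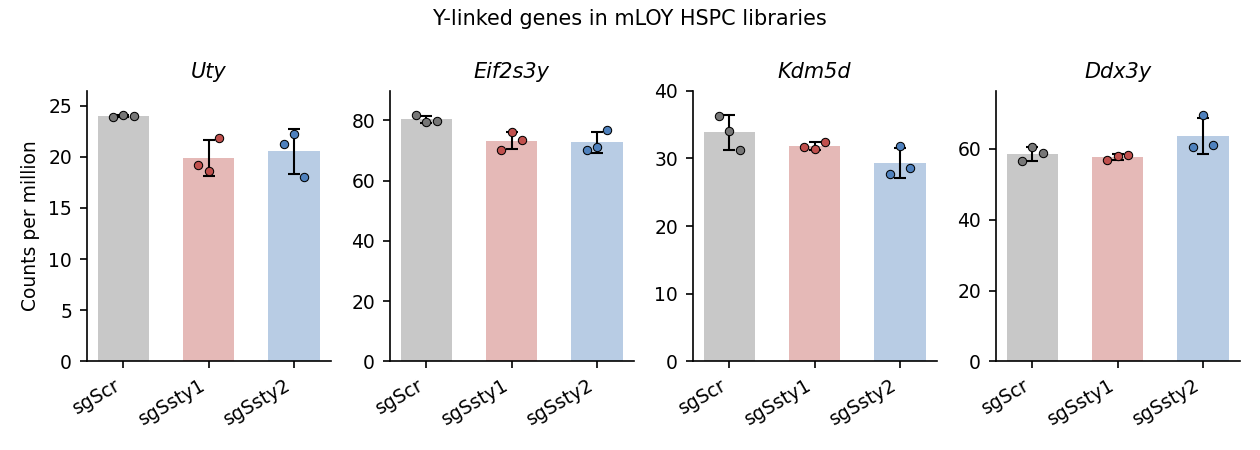
CPM of Uty, Eif2s3y, Kdm5d and Ddx3y in the sgScr, sgSsty1 and sgSsty2 HSPC libraries. Bars give the mean, error bars the SD and points the 3 libraries of each group. Uty and Eif2s3y are below every sgScr library in all sgSsty1 and sgSsty2 libraries, while the points of Kdm5d overlap between the groups.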

Transcriptome analyses showed that the expression levels of chromosome Y–specific genes, *Uty, Eif2s3y*, and *Kdm5d*, were significantly reduced in sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs compared with those with sgScr-sgCas9 (Figure 1C). Thus, sg*Ssty1* and sg*Ssty2* successfully created mLOY in HSPCs.

### mLOY leads to increased DNA damage in HSPCs.

It has been reported that mLOY is tightly associated with chromosome instability in human blood cells (3, 8, 12). Although it has been proposed that mLOY might be a consequence of genomic instability, it is also possible that mLOY might be a cause of genomic instability. To test the latter hypothesis, we infected Cas9 HSPCs with sg*Scr*-sgCas9, sg*Ssty1*-sgCas9, or sg*Ssty2*-sgCas9 and then analyzed the ratio of mLOY cells to non-mLOY cells by FISH and DNA damage by the comet assay and γH2AX staining over time. First, we observed an increase in the mLOY ratio from 3 days to 15 days after infection, which suggested that HSPCs with mLOY might have a growth advantage over control cells (Supplemental Figure 1C). Immunofluorescence staining showed that both sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs had significantly higher levels of γH2AX than the sgScr-sgCas9 HSPCs (Figure 1D). Consistently, there was significantly increased DNA damage, as indicated by the tail moment, in sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs compared with the control cells (Figure 1E and Supplemental Figure 1D). To further rule out the potential off-target effects of sg*Ssty1* and sg*Ssty2*, we introduced them into HSPCs from female Cas9 mice. The results showed that there was no significant difference in sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 compared with sgScr-sgCas9 in these XX cells (Supplemental Figure 1D). Taken together, our results show that mLOY itself led to DNA damage in HSPCs.

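GSEA asks whether the genes of a set lie towards one end of a ranked list of all genes. For the mismatch repair set, 22 mouse orthologues of the KEGG mismatch repair genes were written down from general knowledge, since no file of the set was used here, and all 22 were among the 15098 genes tested. The genes were ranked by the signal-to-noise ratio of the authors' DESeq2-normalized counts, with fgsea, weight 1 and 10000 permutations of the genes. The paper's text does not name its ranking or the kind of permutation. In sgSsty1 HSPCs compared with sgScr HSPCs, the NES was -1.39 (gene permutation p = 0.0883), and 16 genes formed the leading edge. In sgSsty2 HSPCs, it was -1.59 (gene permutation p = 0.0247), also with 16 genes in the leading edge. The sgSsty1 value moved most without sgSsty1 replicate 2, to an NES of -1.03 (gene permutation p = 0.408), and with genes ranked by the signed root of edgeR's F statistic it passed the threshold (NES -1.63, gene permutation p = 0.0185). A gene permutation treats genes as independent. The rotation test fry, which keeps the correlation between genes, gave 0.0385 for sgSsty1 and 0.00319 for sgSsty2 on log2 CPM, and camera with an estimated correlation gave 0.111 and 0.0434. Without sgSsty2 replicate 3, the NES of sgSsty2 HSPCs was -1.33 (gene permutation p = 0.117), and with genes ranked by log2 fold change it was -1.47 (gene permutation p = 0.0565).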

Consistently, gene set enrichment analysis (GSEA) showed that the KEGG_MISMATCH_REPAIR pathway was significantly negatively enriched in sg*Ssty1*-sgCas9 (normalized enrichment score [NES] = –1.47, *P* = 0.04) and sg*Ssty2*-sgCas9 HSPCs (NES = –1.51, *P* = 0.03) compared with sgScr-sgCas9 cells (Figure 1F). These data strongly suggest that mLOY gave rise to increased levels of DNA damage in HSPCs.

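The changes of the single mismatch repair genes were small. The median log2 fold change of the 22 genes was -0.07 in sgSsty1 HSPCs (interquartile range -0.11 to -0.03), with 17 genes lower and 5 higher than in sgScr HSPCs. In sgSsty2 HSPCs, it was -0.12 (interquartile range -0.20 to -0.07), with 18 genes lower and 4 higher. With sgSsty1, 0 of the genes had an adjusted p of 0.05 or less and 3 had an unadjusted p under 0.05 in edgeR, with Ssbp1 and Pms2 lower and Rfc2 higher. With sgSsty2, 5 genes had an adjusted p of 0.05 or less, and all 5 were lower, though by less than 2-fold. The largest change, picked after the values were seen, was in Pold2 (chromosome 11 from 5872180 to 5878292), at 40.5 CPM in sgSsty2 HSPCs and 63.4 CPM in sgScr HSPCs, a log2 fold change of -0.65 (standard error 0.09, adjusted p = 0.000446 from edgeR's quasi-likelihood test). Compared directly, sgSsty2 and sgSsty1 HSPCs did not differ in the set past the threshold (median log2 fold change -0.03, with 0.0891 from fry). The paper proposes that mLOY raised the level of DNA damage in HSPCs, first from γH2AX staining, the comet assay and a control in female HSPCs. It adds the lower mismatch repair genes to these, and later the reduced tail moment with truncated Kdm5d.

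**Figure D2:**
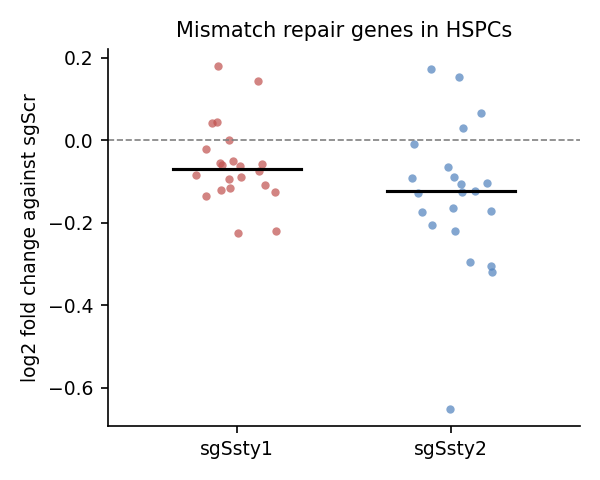
Log2 fold change against sgScr of each of the 22 mismatch repair genes in sgSsty1 and sgSsty2 HSPCs. Each point is a gene, the black line is the median and the dashed line marks no change. In sgSsty1 HSPCs 17 genes lie below the dashed line, and in sgSsty2 HSPCs 18 genes do.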

### mLOY accelerates leukemogenesis.

mLOY is strongly associated with a high risk of leukemia (6, 12, 30). Previous meta-analyses showed that approximately half of *AML1-ETO+* AML had mLOY (12, 17, 20). To further investigate the mLOY spectrum in AML, we analyzed 3 independent AML cohorts with a total of 620 patients. In the TARGET AML cohort, 16 out of the total 250 male patients showed mLOY and 14 of them (87.5%) were also *AML1-ETO*^+^. And conversely, 35.9% (14/39) of *AML1-ETO*^+^ AML were also mLOY (31). Thus, mLOY was significantly correlated with *AML1-ETO* in the TARGET AML cohort (*P* = 2.6 × 10^–16^) (Supplemental Figure 2A). Similarly, we also observed a strong association in the BEAT AML and The Cancer Genome Atlas (TCGA) LAML cohorts (32, 33) (*P* = 1.5 × 10^–11^ and *P* = 1.1 × 10^–15^, respectively) (Supplemental Figure 2, B and C). In TCGA LAML cohort, 2 of 5 AML with mLOY also had mutations in, or deletion of, *TP53* (Supplemental Figure 3A). In the BEAT AML cohort, 5 of 15 AML with mLOY also had missense mutations in *TP53* (Supplemental Figure 3B). Further, all of the p53-intact AML patients with mLOY had significant downregulation of the HALLMARK_p53 pathway compared with those without mLOY (TCGA LAML, NES = –1.82, *P* = 0.00; BEAT AML, NES = –1.33, *P* = 0.01) (Supplemental Figure 3, C and D). These data suggest that mLOY was associated with both *AML1-ETO* translocation and *TP53* deficiency in AML.

To investigate the function of mLOY in leukemogenesis, we cotransduced sg*Ssty1*-sgCas9, sg*Ssty2*-sgCas9, or sgScr-sgCas9 and *AML1-ETO* into *Trp53–/–*; Cas9 HSPCs and transplanted them into sublethally irradiated wild-type (WT) recipient mice (Figure 2A). All recipients were monitored by complete blood count (CBC) assay and blood smear for leukemogenesis. At 7 weeks after transplantation, 3 out of 4 sg*Ssty1*-sgCas9; *AML1-ETO* recipients and 3 out of 6 sg*Ssty2*-sgCas9; *AML1-ETO* recipients had white blood cell (WBC) counts greater than 40 × 10^9^/L, while all of the control sgScr-sgCas9; AML1-ETO recipients had WBC counts of approximately 10 × 10^9^/L. sg*Ssty1*-sgCas9; *AML1-ETO* and sg*Ssty2*-sgCas9; *AML1-ETO* mice also had significantly reduced red blood cell (RBC) counts compared with the control mice (Figure 2B). Leukemic blasts were observed in the peripheral blood of all recipient mice (Figure 2C). The platelet numbers in their peripheral blood were similar (Supplemental Figure 4A). While the sgScr-sgCas9; *AML1-ETO* recipients developed AML with an average latency of 64 days, both sg*Ssty1*-sgCas9; *AML1-ETO* and sg*Ssty2*-sgCas9; *AML1-ETO* mice developed AML with significantly shorter latency (56 days and 56 days, respectively) (Figure 2D). Although mLOY mice were harvested earlier than control mice, their liver and spleen weights were similar to those of the control animals (Supplemental Figure 4, B and C). Most of the leukemic cells from either group expressed high levels of c-Kit and myeloid markers Gr-1 and/or Mac-1, but not lymphoid marker CD3 or B220 (Supplemental Figure 4E). These results indicate that all of these mice developed full-blown AML.

Then, we analyzed the genetics and cytogenetics of the resulting AML cells. Consistently with the preleukemic HSPCs in vitro, sgCas9 completely depleted the expression of Cas9 in the resulting sg*Ssty1*-sgCas9; *AML1-ETO* and sg*Ssty2*-sgCas9; *AML1-ETO* AML cells (Supplemental Figure 4D). FISH analyses showed that 50% of sg*Ssty1*-sgCas9; *AML1-ETO* and 65% of sg*Ssty2*-sgCas9; *AML1-ETO* leukemic cells had lost their Y chromosome, more than a 4-fold increase from their initial mLOY ratio before transplantation (Figure 2E and Supplemental Figure 4F). Cytogenetic analyses confirmed the complete loss of chromosome Y and a largely normal karyotype of the other chromosomes in sg*Ssty2* mLOY leukemic cells (Supplemental Figure 4G). Consistent with mLOY HSPCs, mLOY AML cells directly harvested from sick mice displayed significantly higher levels of ongoing DNA damage in leukemic cells, as measured by the comet assay (Figure 2F).

Further, we wondered whether mouse mLOY AML would recapitulate the molecular signature of human AML with mLOY. RNA sequencing (RNA-seq) analyses showed that the upregulated and downregulated gene sets in human AML with mLOY were significantly positively and negatively, respectively, enriched in mouse mLOY AML (UP: NES = 1.49, *P* = 0.00; DOWN: NES = –1.30, *P* = 0.07) (Figure 2G). Human and mouse mLOY AML also shared common pathways important for leukemogenesis, such as the HALLMARK_MYC_TARGETS_V2 pathway (human: NES = 2.12, *P* = 0.00; mouse: NES = 1.39, *P* = 0.03) (Figure 2H). The similarity of the transcriptomes of mouse and human AML with mLOY suggested a common molecular mechanism underlying mLOY-driven AML in humans and mice, although the synteny between mouse and human Y chromosomes is poor (34).

### mLOY promotes CH in mice.

mLOY is associated with CH in elderly males (3, 30). We tested the potential function of mLOY in CH by transfusing HSPCs from young adult Rosa-Cas9 mice infected with sg*Ssty1*-sgCas9, sg*Ssty2*-sgCas9, or control sgScr-sgCas9 HSPCs, together with uninfected cells into sublethally irradiated (7 Gy) congenic WT recipient mice (Figure 3A). There were no significant differences in the numbers of WBCs and the ratios of B and myeloid cells between the recipients with sg*Ssty1*-sgCas9, sg*Ssty2*-sgCas9, or control sgScr-sgCas9 HSPCs (Supplemental Figure 5, A and B). However, the CBC assay showed that there were mild but significant reductions in RBC counts in the peripheral blood of both sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 mice compared with those of the control mice, which was consistent with frequent anemia in CH patients (35) (Figure 3B).

Importantly, FISH analyses showed that there were significantly increased ratios of cells with mLOY in the bone marrow of both sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 mice over time. There were minimal mLOY cells in sgScr-sgCas9 mice. In contrast, there were approximately 30% mLOY cells in the sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 mice at 12 weeks after transplantation, and more than 50% mLOY cells at 21 weeks, respectively, compared with approximately 15% mLOY in preinjected cells (Figure 3, C and D). The expansion of these mLOY cells in the recipients and associated anemia resembled CH in elderly males.

### KDM5D loss mediates the function of mLOY in AML.

In order to further explore the mechanism of mLOY in AML, we analyzed the commonly downregulated genes in both human and mouse AML with mLOY. Among the 29 common downregulated genes was that encoding lysine demethylase 5D (*KDM5D*), a chromosome Y–specific H3K4 demethylase (Figure 4, A–C).

*KDM5D* had been suggested to be a tumor suppressor in prostate cancer, but its role in hematopoietic malignancies was unknown (36). In AML, low *KDM5D* expression was associated with *AML1-ETO* translocation, similar to mLOY (Supplemental Table 1). To test the function of *KDM5D* in AML, we transplanted *Trp53*^–/–^; *AML1-ETO*; Cas9 leukemic cells with sgScr or sg*Kdm5d* into sublethally irradiated recipient mice. The average survival of sg*Kdm5d* AML mice was 17 days, significantly shorter than that of sgScr AML mice (20 days) (Figure 4D).

Since mLOY led to increased DNA damage in HSPCs, we wondered whether *Kdm5d* loss might mimic mLOY to promote DNA damage. *Kdm5d* was disrupted in HSPCs with CRISPR/Cas9, and γH2AX staining and the comet assay were performed to measure their DNA damage. The results showed that there were significantly more γH2AX foci in the sg*Kdm5d* cells than the control sgScr HSPCs (Figure 4E). Moreover, there were also increased tail moment levels for the sg*Kdm5d* HSPCs compared with those with sgScr (Figure 4F). Further, we ectopically expressed a truncated *Kdm5d* (encoding aa 1–695, including the JmjN, ARID, PHD-type 1, and JmjC domains) in the mLOY HSPCs. The comet assay showed that *Kdm5d* significantly reduced the tail moment of both sg*Ssty1* and sg*Ssty2* HSPCs (Figure 4, G and H). These results strongly suggest that *Kdm5d* plays critical roles in preventing DNA damage and leukemogenesis.

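For the RNA-seq of Kdm5d loss, c-Kit+ HSPCs were infected with sgKdm5d or sgScr, and 3 libraries were sequenced per group. The labels describe these cells as Trp53-deficient and Cas9-expressing. The sequencing and the 2 kinds of deposited table were as for the mLOY HSPCs, but the tables were normalized separately. Levels are therefore compared within this experiment, apart from those of Runx1t1 and of p53 targets under other observations. The libraries held between 16975098 and 24253553 counts in sgKdm5d HSPCs (median 17109897) and between 16456179 and 17139606 counts in sgScr HSPCs (median 16906900). The filter on low counts left 15181 genes, which were fitted over the 6 libraries of this experiment with no covariate. Same-numbered sgKdm5d and sgScr libraries deviated together from their group means, with a correlation across genes of 0.37 for replicate 1, 0.12 for replicate 2 and 0.26 for replicate 3. A fit with the replicate number as a block is therefore given beside a result where it changes a call.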

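The level of the target gene Kdm5d was 39.4 ± 0.833 CPM (SD, n = 3) in sgKdm5d HSPCs and 58.5 ± 1.63 CPM (SD, n = 3) in sgScr HSPCs, a log2 fold change of -0.57 (standard error 0.07). Each sgKdm5d library was below every sgScr library (exact two-sided permutation test, p = 0.1, the smallest possible with 3 libraries against 3). RNA counts do not show edits that leave the transcript in place. Over all genes, the adjusted p of Kdm5d was 0.0568 in edgeR, a value it shared with Mthfd2 and the lowest among the 15181 genes. Across the alternatives, it ranged from 3.49e-06 without the filter on low counts to 0.471 without sgScr replicate 2. With the replicate block, the adjusted p of Kdm5d in edgeR was 0.000709. In DESeq2 without the block, it was 2.14e-05. Adjusted over the list alone of 4 Y-linked genes, it was 2.56e-05 in edgeR without the block. Of the other Y-linked genes, Uty changed by -0.16, Eif2s3y by -0.07 and Ddx3y by 0.02 on the log2 scale. Together they were not distinguishable from sgScr HSPCs (mean log2 fold change -0.07, with 0.273 from fry). Uty alone was lower in each sgKdm5d library than in every sgScr library (exact permutation p = 0.1, adjusted p = 0.649 in edgeR), while the groups overlapped for Eif2s3y and Ddx3y.

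At the study's threshold of 2-fold and an adjusted p of 0.05, 0 genes differed between sgKdm5d and sgScr HSPCs in edgeR. An unadjusted p under 0.05 was found for 1232 genes, where chance would give 759. With the replicate block, 14 genes passed the threshold, 12 higher and 2 lower in sgKdm5d HSPCs. DESeq2 without the block called 8 genes, 6 higher and 2 lower, and edgeR without the filter on low counts called 20. Among the genes called with the block, and named after their values were seen, were Egr1 (log2 fold change 1.67, adjusted p = 7.24e-08 in edgeR), Fos (1.28, adjusted p = 3.14e-07) and the erythroid gene Slc4a1 (1.41, adjusted p = 0.00407). The 2 lower genes, Hist1h2bq and Hist1h2br, are near-identical histone copies between which the authors' counting could have split reads, and several of the higher ones are annotated by pseudogene names, such as Rpl13a-ps1 and Chchd2-ps.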

Lastly, we explored the molecular consequences of *Kdm5d* loss in HSPCs by RNA-seq analyses (Supplemental Figure 6A). 

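The paper's text does not name the gene set behind its DNA damage checkpoint signature. A list of 50 checkpoint genes was therefore drawn up before the data were examined, from the sensor and effector kinases, their cofactors and cell cycle targets, and 49 of them passed the filter in this experiment. In sgKdm5d HSPCs compared with sgScr HSPCs, GSEA gave an NES of 0.951 (gene permutation p = 0.533) with 17 genes in the leading edge. There were 28 genes higher and 21 lower, with a median log2 fold change of 0.01 (interquartile range -0.04 to 0.08). Of the 49 genes, 0 had an adjusted p of 0.05 or less in edgeR and 2 had an unadjusted p under 0.05, Tipin (log2 fold change 0.31) and Rnf8 (0.55). The Reactome G2/M checkpoint genes that come with fgsea, of which 19 of 21 could be matched, gave an NES of 0.560. Single libraries moved the value of the checkpoint list most. Without sgScr replicate 1, the NES was 1.65 (gene permutation p = 0.00657), and without sgKdm5d replicate 1 it was -0.585.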

Consistently with the increased level of DNA damage, the DNA damage checkpoint gene signature was significantly positively enriched in *Kdm5d*-deficient cells. And similarly, human AML with low expression levels of *KDM5D* also had upregulated expression of the DNA damage checkpoint genes (human: NES = 2.69, *P* = 0.00, mouse: NES = 1.85, *P* = 0.00) (Supplemental Figure 6B). 

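For the MYC targets V2 set, 58 mouse orthologues were listed from general knowledge, of which 57 passed the filter. Ranked by sgKdm5d against sgScr HSPCs, they had an NES of 2.46 (gene permutation p = 6.37e-10), with 37 genes in the leading edge. The level was higher for 50 genes and lower for 7, with a median log2 fold change of 0.19 (interquartile range 0.06 to 0.27). None of the 57 genes reached an adjusted p of 0.05 in edgeR, and 12 had an unadjusted p under 0.05. The lowest p was that of Mcm5, at 116 CPM in sgKdm5d and 88.7 CPM in sgScr HSPCs (log2 fold change 0.38, standard error 0.09, adjusted p = 0.287 in edgeR). Across the 6 fits that each left out one library, the NES stayed between 1.83 and 2.55. Tests that allow for the correlation between the genes did not pass the threshold, with 0.0943 from fry and 0.107 from camera with an estimated correlation. Ranked by the signed root of edgeR's F statistic, the NES was 2.62 without the replicate block. With the block and that ranking it was 2.75 (gene permutation p = 1.36e-13), while fry gave 0.148 and camera with an estimated correlation 0.207.

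**Figure D3:**
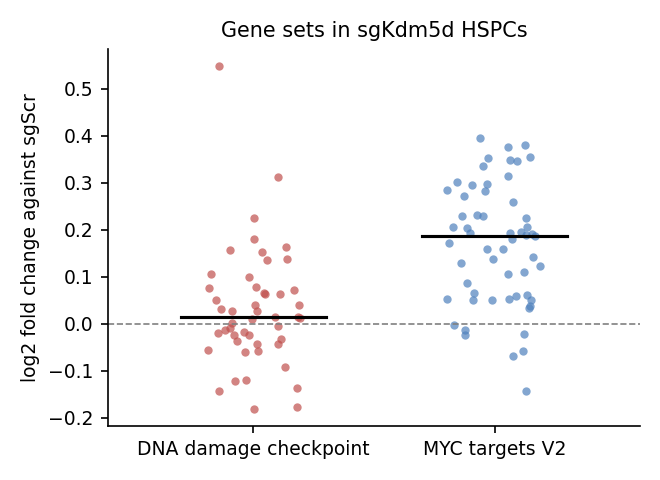
Log2 fold change of sgKdm5d against sgScr HSPCs for the 49 DNA damage checkpoint genes and the 57 MYC targets V2 genes. Each point is a gene, the black line is the median and the dashed line marks no change. The checkpoint genes lie on both sides of the dashed line (28 above), and 50 of the MYC targets V2 genes lie above it.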

*Kdm5d-*deficient HSPCs and low-*KDM5D*-expressing AML patients also shared the common leukemia-promoting HALLMARK_MYC_TARGETS_V2 pathway (human: NES = 1.88, *P* = 0.00; mouse: NES = 2.07, *P* = 0.00), which was consistent with those in both mouse and human mLOY AML (Figure 2H and Supplemental Figure 6C). Notably, the genes significantly upregulated in the sg*Kdm5d* HSPCs were positively enriched in both AML patients and mice with mLOY, while those significantly downregulated in the sg*Kdm5d* HSPCs were negatively enriched in both mouse and human cells with mLOY (Supplemental Figure 6, D and E). Thus, *Kdm5d* loss partially resembled mLOY in HSPCs.

## Discussion

mLOY was first observed more than half a century ago (1). The following studies, especially recent genomics studies, provide accumulating evidence establishing mLOY as one of the most frequent chromosome alterations in humans (3, 30). More importantly, it is strongly associated with aging and numerous aging-related diseases, including cancer (4, 10, 12). In this study, we provide the first evidence to our knowledge that mLOY has a causal effect on AML and CH, the two most significant conditions associated with mLOY in elderly males. However, given the complexity of the cell populations involved in AML and CH, further studies are needed to dissect the effects of mLOY in different HSC, lineage-committed progenitors, and other populations in more details.

Given that many other human diseases, such as Alzheimer’s disease, cardiovascular events, and various solid cancers have also been associated with mLOY in patients and mLOY has also been detected in nonhematopoietic cells (37), it would be interesting to test whether mLOY also plays roles in other associated conditions.

Chromosome Y is a tiny chromosome with very few genes, and the synteny across species is low. Whether mLOY is a common feature among different species remains an open question. Our study suggests that mLOY in mice faithfully recapitulates the pathology and molecular features of human AML and CH with mLOY. Further, through bioinformatics and functional studies, we showed that *KDM5D* loss partially mediated mLOY in AML, CH, and DNA damage. KDM5D is a highly conserved and broadly expressed H3K4 demethylase (38). It would be interesting to identify the downstream targets of KDM5D in HSPCs and AML. KDM5D has been shown to prevent tumorigenesis, progression, and drug response in prostate cancer and gastric cancer (36, 39, 40). Whether it also plays a critical role in other mLOY-associated syndromes requires further study.

We find that mLOY cells have increased DNA damage, which phenocopies the genomic instability in human blood cells with mLOY (12). The mLOY- or *KDM5D* loss–induced genomic instability might explain the increased risk of tumorigenesis in elderly males with mLOY. Furthermore, defects in DNA damage response might predict a good prognosis for DNA damaging reagents (6, 15, 41). The distinct mechanisms of DNA damage responses in embryonic and somatic cells (22, 23) might explain the distinct phenotypes of XO mice previously reported (21) and mLOY mice generated in the current study. And more importantly, it provides a mechanism for the different disease spectrum of patients with Turner syndrome and those with mLOY (24, 25).

### Conclusions.

Taken together, these results indicate that mLOY in HSPCs promotes AML and CH, partially through loss of *Kdm5d*.

## Methods

### Mice.

*Trp53*^–/–^ mice (stock 002101), Rosa-Cas9 mice (stock 024858), and mCD45.1 mice (stock 002014) were from The Jackson Laboratory. By breeding Rosa-Cas9 mice with *Trp53*^–/–^ mice or mCD45.1 mice, we generated *Trp53*^–/–^; Cas9 mice or mCD45.1; Cas9 mice. Bone marrow cells were enriched from 8-week-old *Trp53*^–/–^; Cas9 male mice or mCD45.1; Cas9 male mice. c-Kit^+^ HSPCs were purified by autoMACS (Miltenyi Biotec) with mouse CD117 MicroBeads (Miltenyi Biotec, catalog 130-091-224). Purified HSPCs were cultured in BCM medium (50% DMEM + 50% IMDM) supplemented with 20% FBS, 2 ng/mL mouse IL-3 (R&D Systems, catalog 403-ML-050), 10 ng/mL mouse IL-6 (R&D Systems, catalog 406-ML-200), and 2 ng/mL mouse stem cell factor (SCF) (R&D Systems, catalog 455-MC-010). Retroviruses carrying *AML1-ETO* or truncated-*Kdm5d* cDNA and lentiviruses carrying sgRNA were introduced by calcium phosphate–mediated transfection of 293T packaging cells. HSPCs were transfected by spinoculation. For in vivo experiments, infected HSPCs (1 × 10^6^) were transplanted into sublethally irradiated (5.5 or 7 Gy) C57BL/6 female recipient mice by tail vein injection. For the AML cell transplant experiments, 1 × 10^6^ bone marrow cells were transplanted into sublethally irradiated C57BL/6 female recipients. Mice were monitored for clonal hematopoiesis or leukemia by CBC assay, blood smear staining, and flow cytometry. Mice were sacrificed and analyzed upon being moribund. Statistical analysis of all survival data was accomplished with the log-rank test in GraphPad Prism (RRID: SCR_002798).

### Plasmid constructs.

sgRNAs were cloned into the pLentiCRISPR-mCherry vector(U6-sgCas9-U6-sgRNA-EFS-mCherry). The target sequence of Cas9 is GATCGGCGACCAGTACGCC; the target sequences of *Ssty2* are *Ssty2*-A ATCACTCAAGAAGAAGAGT and *Ssty2*-B GGAGCTCCACAGCGATGAG; the target sequences of *Ssty1* are *Ssty1*-A ATCCCTCATGAAGAAGAGG and *Ssty1*-B GGAGCTCTACAGTGATGAC; and the target sequences of *Kdm5d* are *Kdm5d*-A ATGGTACCTACAGAAGTTG and *Kdm5d*-B GACTTATCTCCTGAAGAAA. 

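The 19-base target sequences were compared with the transcripts of GENCODE vM21, the annotation of GRCm38, on both strands and without mismatches. Sites outside annotated transcripts were not examined. The sequence of Ssty1-A matched 124 genes at 124 sites, all followed by an NGG PAM, and that of Ssty1-B matched 120 genes at 120 sites, 117 of them with an NGG PAM. Ssty2-A matched 276 genes at 276 sites, all with an NGG PAM, and Ssty2-B matched 260 genes at 260 sites, 258 with an NGG PAM. Every one of these genes lies on chromosome Y, and 0 lie elsewhere. The sites extend from 5391544 to 89656629 for Ssty1-A, from 5658957 to 88952861 for Ssty1-B, from 4164682 to 89999740 for Ssty2-A and from 3859201 to 89846449 for Ssty2-B. Most of the matched genes are annotated as something other than protein-coding, with 17 sites in protein-coding genes for Ssty1-A, 16 for Ssty1-B, 34 for Ssty2-A and 31 for Ssty2-B. The Kdm5d-A sequence matched a single site on chromosome Y from 916846 to 916864, followed by the PAM TGG, and Kdm5d-B a single site from 916984 to 917002, followed by the PAM AGG. Both lie on the sense strand in the coding sequence of Kdm5d, in exon 10 of the 26 exons of the transcript ENSMUST00000055032.13. The Cas9 and scrambled sequences matched 0 transcripts.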

The control scrambled CRISPR sequence is ACATTTCTTTCCCCACTGG, which allowed excision of the non-gene region on mouse chromosome 8.

The truncated *Kdm5d* (gene ID:20592) gene produces a 659–amino acid protein product (aa 1–695, including the JmjN, ARID, PHD-type 1, and JmjC domains). *Kdm5d* cDNA was cloned by PCR from the central nervous system cDNA library of an E14.5 male mouse embryo. The truncated *Kdm5d* cDNA was cloned into retroviral constructs (MSCV-truncated *Kdm5d*-IRES-GFP), as was *AML1-ETO* (MSCV-*AML1-ETO*-IRES-GFP).

### FISH.

Cells were incubated in 0.075 M KCl and then fixed in 3:1 methanol/glacial acetic acid (v/v) and dropped onto microscope slides. The slides were incubated at 55°C for 30 minutes, followed by the addition of 1 μL mouse chromosome Y control probe (Empire Genomics, catalog MCENY-10-GR) and 1 μL mouse chromosome XqA7.3 probe (Guangzhou Exon Biotechnology, catalog XY-105) to each slide. The probes were hybridized in a Hybridization Instrument (SH2000, Hangzhou Ruicheng Instrument Co.,Ltd) at 72°C for 5 minutes and then 37°C overnight. Slides were rinsed for 2 minutes in 0.3% NP-40/2× SSC at 72°C and 1 minute in 0.1% NP-40/2× SSC at room temperature. Finally, the slides were stained with 10 μL DAPI-antifade solution and mounted with a coverslip. The samples were captured using an Olympus BX53 fluorescence microscope.

### Comet assay.

HSPCs (0.5 × 10^4^) were mixed with 140 μL of 1% low-melting-point agarose, and 2 drops were placed on a precoated slide and incubated at 4°C for 5 minutes. Slides were then submerged in cold working alkaline lysis buffer overnight at 4°C, followed by alkaline unwinding for 40 minutes in cold alkaline electrophoresis buffer. The samples were resolved by electrophoresis at 25 V and 300 mA for 50 minutes at 4°C, after which the gels were neutralized in neutralization buffer for 30 minutes at 4°C. The sample images were captured using an Olympus BX53 fluorescence microscope after SYBR Green staining. The relative grayscale of the tail moment was analyzed by ImageJ (RRID: SCR_003070).

### Immunofluorescence.

Cytospins were prepared from HSPCs or tumor cell suspensions. The slides were air dried for 1–3 minutes and fixed with 4% paraformaldehyde solution for 30 minutes. The solution was removed, and the slides were washed 3 times with PBS, permeabilized with 0.3% Triton X-100 for 15 minutes, and then washed 3 times with PBS. Each slide was covered with 1% BSA and glutamic acid in PBST overnight at 4°C. Then the slides were incubated with antibodies against phospho-histone H2A.X (Ser139) (Cell Signaling Technology, catalog 9718S) or Cas9 (*S*. *pyogenes*) (E7M1H) XP rabbit mAb (Cell Signaling Technology, catalog 19526S) overnight at 4°C, dissolved 1:500 or 1:100 in 1% BSA in PBS. After washing the slides 3 times with PBS for 5 minutes each, they were incubated for 1 hour with goat anti-rabbit Alexa Fluor 633 diluted 1:1000 in PBS containing 1% BSA, followed by washing 3 times with PBS for 5 minutes each. Finally, the slides were stained with 10 μL DAPI-antifade solution and mounted with a coverslip. The sample images were captured using a ZEISS LSM880 confocal microscope. Statistical analysis of all data was accomplished with Imaris (RRID: SCR_007370).

### Flow cytometry.

Peripheral blood was obtained from retro-orbital puncture, and RBCs were lysed by ammonium chloride/potassium bicarbonate buffer. Antibody staining was performed at 4°C for 30 minutes with PBS supplemented with 2% FBS. Flow cytometry was performed with the following antibodies (all from BioLegend): PE/Cyanine 7 anti–mouse CD117 (c-Kit) (catalog 105814), Pacific Blue anti–mouse/human CD11b (Mac1) (catalog 101224), Pacific Blue anti–mouse Ly-6G/Ly-6C (Gr-1) (catalog 108430), APC anti–mouse/human CD45R/B220 (B220) (catalog 103212), and APC anti–mouse CD3ε (CD3) (catalog 100312). Flow cytometric analysis was performed using FlowJo (RRID: SCR_008520), and flow cytometry was performed on an LSRFortessa (BD Biosciences).

### RNA-seq analysis.

RNA was extracted from AML tumor cells (bone marrow cells or splenocytes) or HSPCs with the RNeasy Mini Kit (Qiagen, catalog 74104) following the manufacturer’s instructions. 

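The RNA-seq of Kdm5d loss in AML compared 3 libraries of bone marrow from recipients of sgKdm5d AML cells with 3 libraries of sgScr AML cells. The titles of the sgScr samples and the columns of the tables name sgScr, while another field of their labels reads sgKdm5d, so these libraries are called labelled sgScr here. For all samples, the labels name Trizol as the extraction reagent. The authors' counts per gene summed to between 16707525 and 22854276 in the libraries labelled sgKdm5d (median 17704703) and to between 17305165 and 19866507 in those labelled sgScr (median 17524069). The 15176 genes past the filter on low counts were tested over the 6 libraries of this table. Kdm5d was at 27.3, 62.5 and 29.5 CPM in replicates 1, 2 and 3 labelled sgKdm5d and at 32.1, 26.1 and 23.6 CPM in those labelled sgScr. Its log2 fold change was 0.54 (standard error 0.36, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact two-sided permutation test gave p = 0.4. The target gene was thus not lower in the libraries labelled sgKdm5d, and no direction is drawn from this comparison. The libraries differed more within a group than in HSPCs. Across genes, the correlation of log2 CPM between libraries of a group was as low as 0.880 for those labelled sgKdm5d, between 0.959 and 0.968 for those labelled sgScr, and between 0.986 and 0.994 in the HSPC groups. Of the 15176 genes, 0 differed by 2-fold with an adjusted p of 0.05 or less in edgeR, and 283 had an unadjusted p under 0.05, where chance would give 759.

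**Figure D4:**
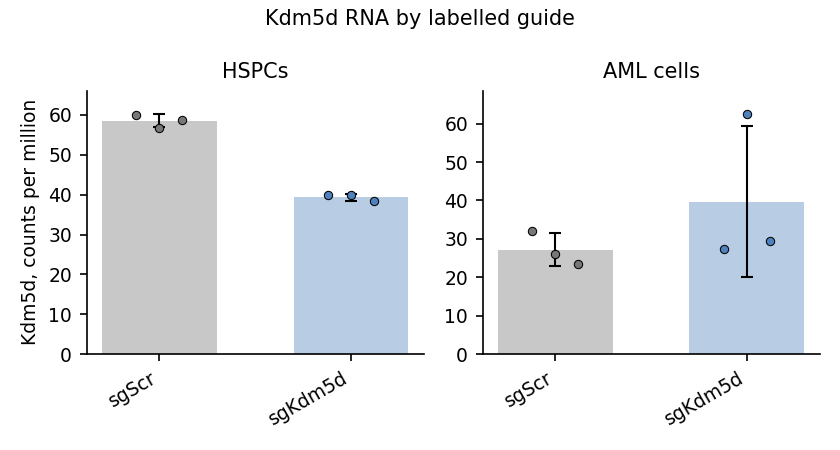
Kdm5d in CPM by labelled guide, in HSPCs on the left and in AML cells on the right. Bars give the mean, error bars the SD and points the 3 libraries of each group. In AML cells, 1 library labelled sgKdm5d is at 62.5 CPM and the other 5 libraries lie between 23.6 and 32.1 CPM.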

Each group consisted of 3 replicates. RNA quality was analyzed using Agilent picochips. Samples with an RNA integrity number (RIN) of 7.5 or greater were analyzed by RNA-seq. RNA libraries were prepared according to the standard Illumina protocols and used for sequencing. The RNA-seq data were sequenced using an Illumina NovaSeq 6000, and 150-bp paired-end reads were obtained. The company carried out preliminary quality control of the raw data, removing the adapter, poly-N, and low-quality reads to obtain clean data.

The mouse RNA-seq reads were aligned to the reference genome GRCm38 by STAR (42). Transcripts were normalized by DESeq2 (43). Genes with 2-fold up- or downregulation and FDR of 0.05 or less were identified as differentially expressed genes. GSEA used statistical approaches to identify significant similarities and differences between 2 given clusters by identifying a priori–defined gene sets (44). Differentially expressed genes of the sg*Kdm5d* group were compared with the sgScr group using heatmaps constructed by pheatmap (https://www.rdocumentation.org/packages/pheatmap/versions/0.2/topics/pheatmap) and standardized gene expression determined by DESeq2 (43) was normalized by *z* score. The intersection of downregulated genes in mLOY patients and mLOY mice was analyzed by VennDiagram (45).

RNA-seq data of AML patients were downloaded from TARGET AML, TCGA LAML, and BEAT AML (32), transcripts were normalized by DESeq2 (43), and differential expression analysis was performed. The expression of *KDM5D* compared with WT in mLOY patients and mLOY mice was visualized by ggpubr (https://rpkgs.datanovia.com/ggpubr/). We used ggplot2 to construct the pie chart of the proportion of mLOY patients among AML patients and mLOY patients among AML patients with *AML1-ETO*.

### Data availability.

All RNA-seq data used in this study have been deposited in NCBI’s Gene Expression Omnibus database (GEO GSE165208).

### Statistics.

All data are presented as the mean ± SD, unless otherwise indicated. For comparisons of 2 groups, the 2-tailed, unpaired *t* test and 2-tailed Mann-Whitney test were performed. For comparisons of 3 or more groups, 1-way ANOVA was performed with the Benjamini-Hochberg multiple-comparison test, 2-way ANOVA was performed with Sidak’s multiple-comparison test, and Kruskal-Wallis test was performed with the Benjamini-Hochberg multiple-comparison test. For Kaplan-Meier tumor-free survival curves, log-rank tests were performed. All statistics are indicated for each figure and analyses were conducted using GraphPad Prism 8. NS, not significant; *P < 0.05 or FDR *q* < 0.05; **P < 0.01 or FDR *q* < 0.01; ***P < 0.001 or FDR *q* < 0.001, ****P < 0.0001 or FDR *q* < 0.0001, as indicated in the figure legends.

### Study approval.

All mouse experiments were approved by the Institutional Animal Care and Use Committee of of West China Hospital of Sichuan University (approval number 2021822A).

## Author contributions

YL and CC conceived the project and wrote the manuscript. QZ performed experiments, analyzed data, and wrote the manuscript. LZ performed bioinformatics analysis and wrote the manuscript. YY and SL performed DNA damage assays.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
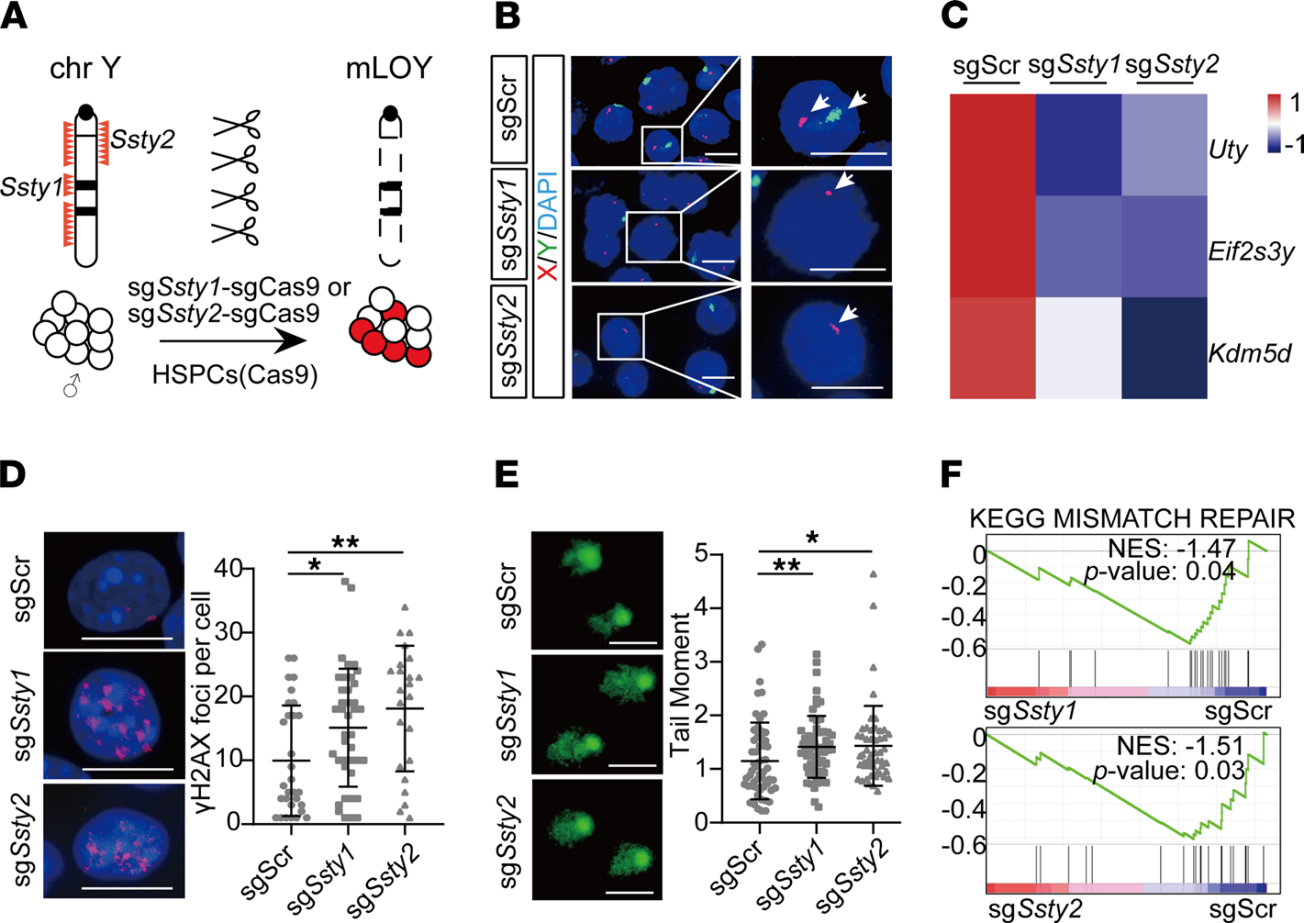
Generating mLOY in mouse HSPCs. (**A**) Schematic of CRISPR/Cas9 genome editing of chromosome Y in mouse HSPCs. sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 target repeat sequences located on chromosome Y, which causes chromosome Y elimination. (**B**) FISH analysis of chromosomes X and Y in sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs. Green, FITC-labeled whole-chromosome probe for Y chromosome; red, Texas red–labeled X chromosome probe for XqA7.3; blue, DAPI-labeled DNA. White arrows indicate chromosomes X and Y. Squares indicate single cells shown at a higher resolution in the right panels. Scale bars: 10 μm. (**C**) Heatmap showing the relative expression levels of the chromosome Y–specific genes in sg*Ssty1*-sgCas9 and sg*Ssty2*-sgCas9 HSPCs compared with sgScr-sgCas9 HSPCs, measured by RNA-seq 8 days after infection (*n* = 3 for each group). (**D**) Left: Representative immunofluorescence images of γH2AX foci in sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs. HSPCs were cultured 1 month in vitro until Cas9 elimination. Scale bars: 10 μm. Red, γH2AX; blue, DAPI-labeled DNA. Right: Plot of γH2AX foci per cell, shown as the mean ± SD. *FDR *q* < 0.05, **FDR *q* <0.01 (Kruskal-Wallis test). (**E**) Left: Representative images of comet assay of sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs. HSPCs were cultured 1 month in vitro until Cas9 elimination. Scale bars: 50 μm. Right: Results of comet assay of sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs. The tail moment is shown as the mean ± SD. *FDR *q* < 0.05, **FDR *q* < 0.01 (Kruskal-Wallis test). (**F**) GSEA showing the negative enrichment of the KEGG_MISMATCH_REPAIR gene set in sg*Ssty1*-sgCas9 HSPCs (NES = –1.47; *P* = 0.04) (top) and sg*Ssty2*-sgCas9 HSPCs (NES = –1.51; *P* = 0.03) (bottom).

**Figure 2:**
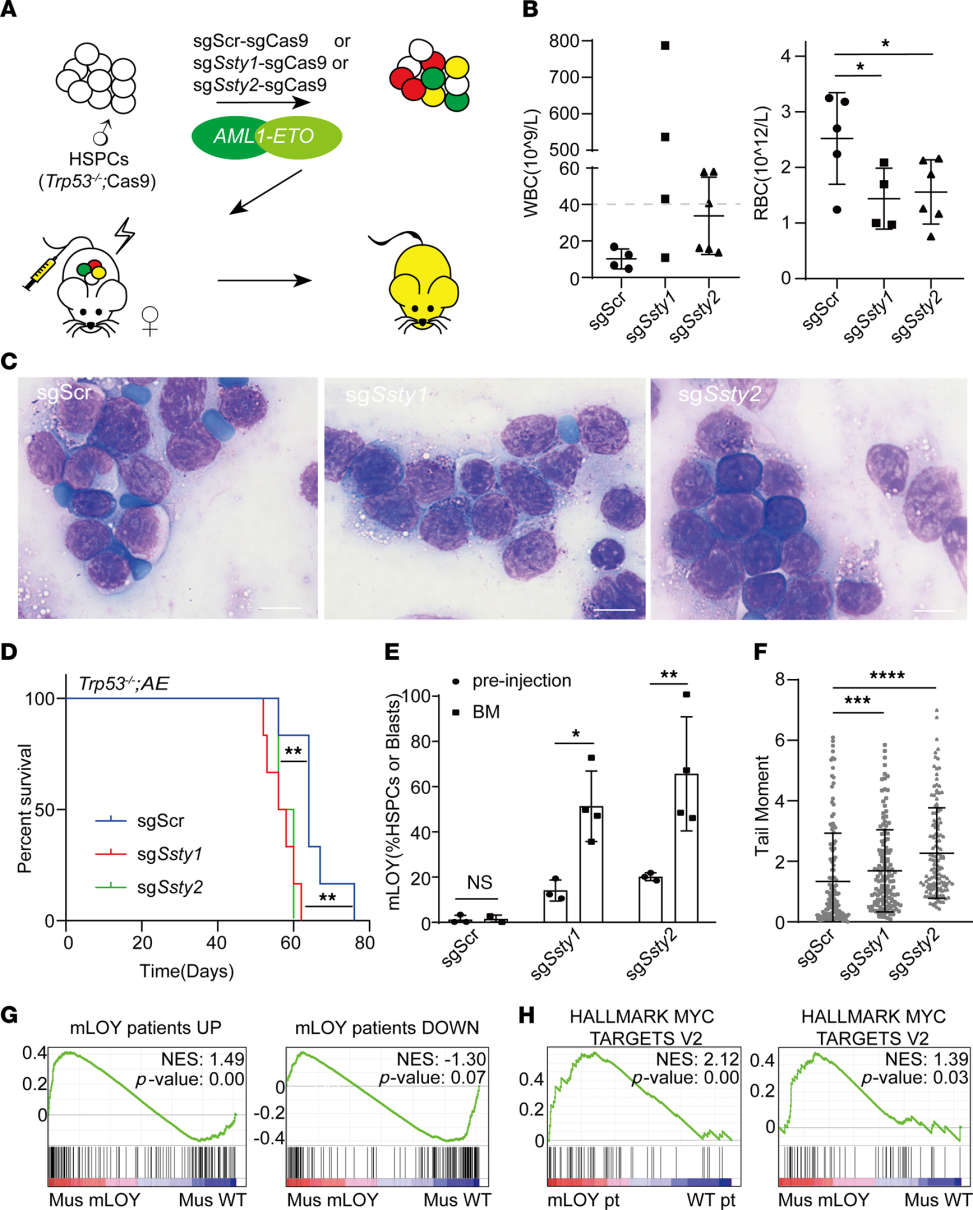
mLOY collaborates with *AML1-ETO* to promote leukemogenesis. (**A**) Schematic of mLOY AML mouse model. HSPCs from male *Trp53–/–*; Cas9 mice were infected with mCherry-linked Y-chromosome-targeting sgRNA (sg*Ssty1* and sg*Ssty2*)-sgCas9 and GFP-linked *AML1-ETO* and then transplanted into sublethally irradiated female recipient mice, with sgScr-sgCas9 as a negative control. (**B**) White blood cell (WBC) counts and red blood cell (RBC) counts of recipient mice at 7 weeks after transplantation with sgScr-sgCas9; *AML1-ETO*, sg*Ssty1*-sgCas9; *AML1-ETO*, and sg*Ssty2*-sgCas9; *AML1-ETO* HSPCs. WBC counts greater than 40 × 10^9^/L are above the gray dotted line and those less than 40 × 10^9^/L are below. Data shown as mean ± SD. *n* = 4, 4, 6 (WBC); *n* = 5, 4, 6 (RBC). *FDR *q* < 0.05 (1-way ANOVA). (**C**) Representative images of blood smear at 7 weeks from recipient mice. Scale bars: 10 μm. (**D**) Kaplan-Meier tumor-free survival curves of recipient mice (*n* = 6). **P < 0.01 (log-rank test). (**E**) The frequencies of mLOY in HSPCs before injection and blast cells in AML mouse tumor cells; tumor cells were harvested from bone marrow at each of the endpoints when recipient mice developed full-blown AML (BM). Data are shown as mean ± SD. *n* = 3, 2 (preinjection), *n* = 3, 4 (sg*Ssty1*), *n* = 3, 4 (sg*Ssty2*). NS, not significant, *P < 0.05, **P < 0.01 (2-way ANOVA). (**F**) Comet assay of AML tumor cells (3 mice per group). The tail moment is shown as the mean ± SD. ***FDR *q* < 0.001, ****FDR *q* < 0.0001 (Kruskal-Wallis test). (**G**) GSEA showing the enrichment of gene signatures (top 200 differentially expressed genes upregulated or downregulated) of mLOY AML patients and mLOY AML mice compared with WT (mLOY and WT patients were derived from the *AML1-ETO* samples in the TARGET-AML cohort). (**H**) GSEA showing the enrichment of the HALLMARK_MYC_TARGET_V2 pathway in both mLOY AML patients and mLOY AML mice compared with WT (mLOY pt, AML patients with mLOY; WT pt, AML patients with intact Y chromosome).

**Figure 3:**
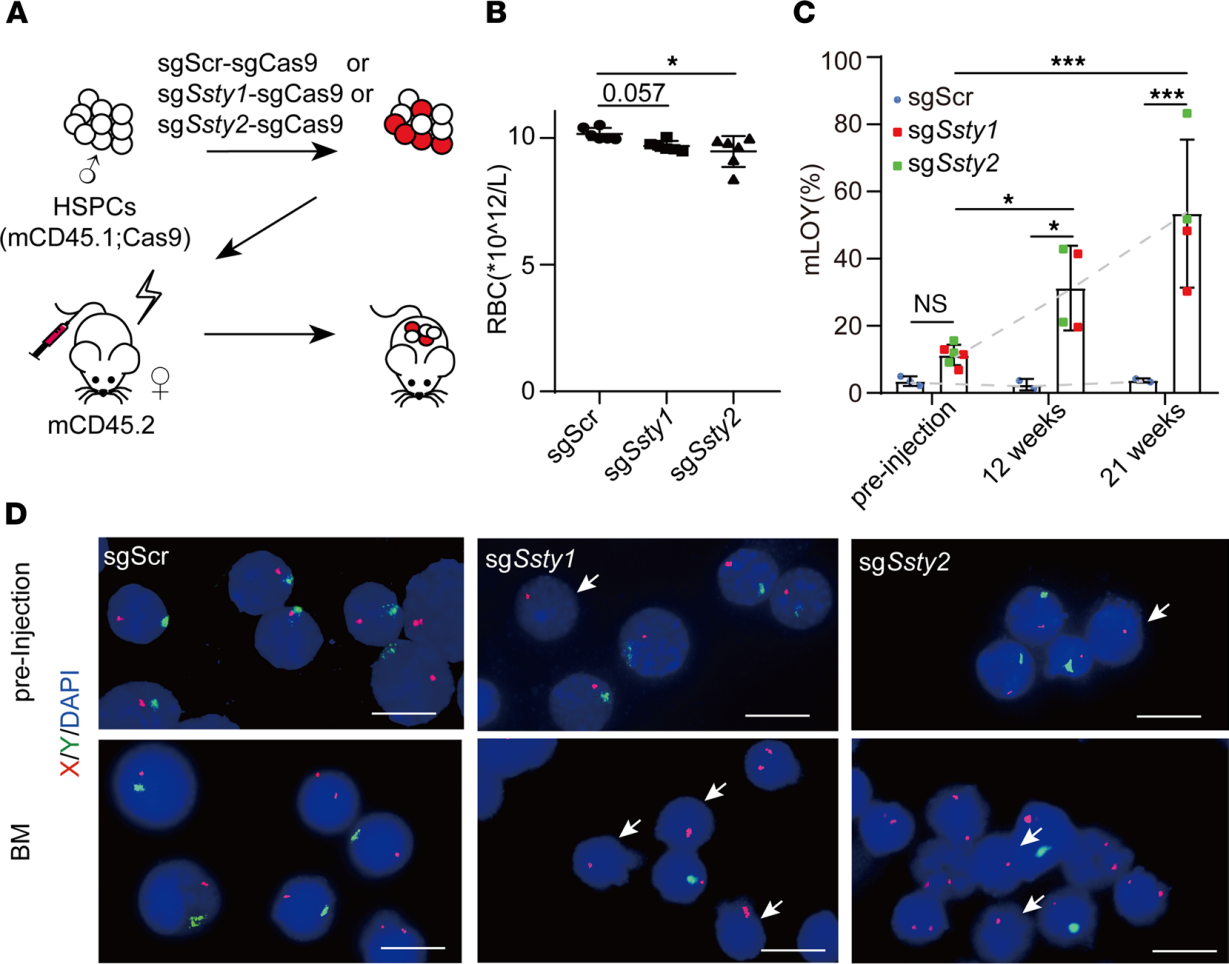
mLOY gives rise to clonal hematopoiesis in mice. (**A**) Schematic showing the experimental design. HSPCs from male mCD45.1; Cas9 mice were infected with mCherry-linked Y-chromosome-targeting sgRNA (sg*Ssty1* and sg*Ssty2*)-sgCas9 and then transplanted into sublethally irradiated (7 Gy) mCD45.2 female recipient mice, with sgScr-sgCas9 as a negative control. (**B**) RBC counts of recipient mice 9 weeks after transplantation with sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs. Data shown as mean ± SD (*n* = 6). *FDR *q* < 0.05 (1-way ANOVA). (**C**) Percentages of mLOY in sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs before injection and donor-derived bone marrow cells at 12 weeks and 21 weeks after transplantation in recipient mice. The gray dotted line shows the growth trend. *n* = 3, 6 (preinjection), *n* = 2, 4 (12 weeks), *n* = 2, 4 (21 weeks). NS, not significant, *P < 0.05, ***P < 0.001 (2-way ANOVA). (**D**) Representative photomicrographs of FISH of sgScr-sgCas9, sg*Ssty1*-sgCas9, and sg*Ssty2*-sgCas9 HSPCs before injection (top) and bone marrow cells from recipient mice that developed full-blown AML (BM, bottom). Green, FITC-labeled whole-chromosome probe for Y chromosome; red, Texas red–labeled X chromosome probe for XqA7.3; blue, DAPI-labeled DNA. White arrows indicate XO cells. Scale bars: 10 μm.

**Figure 4:**
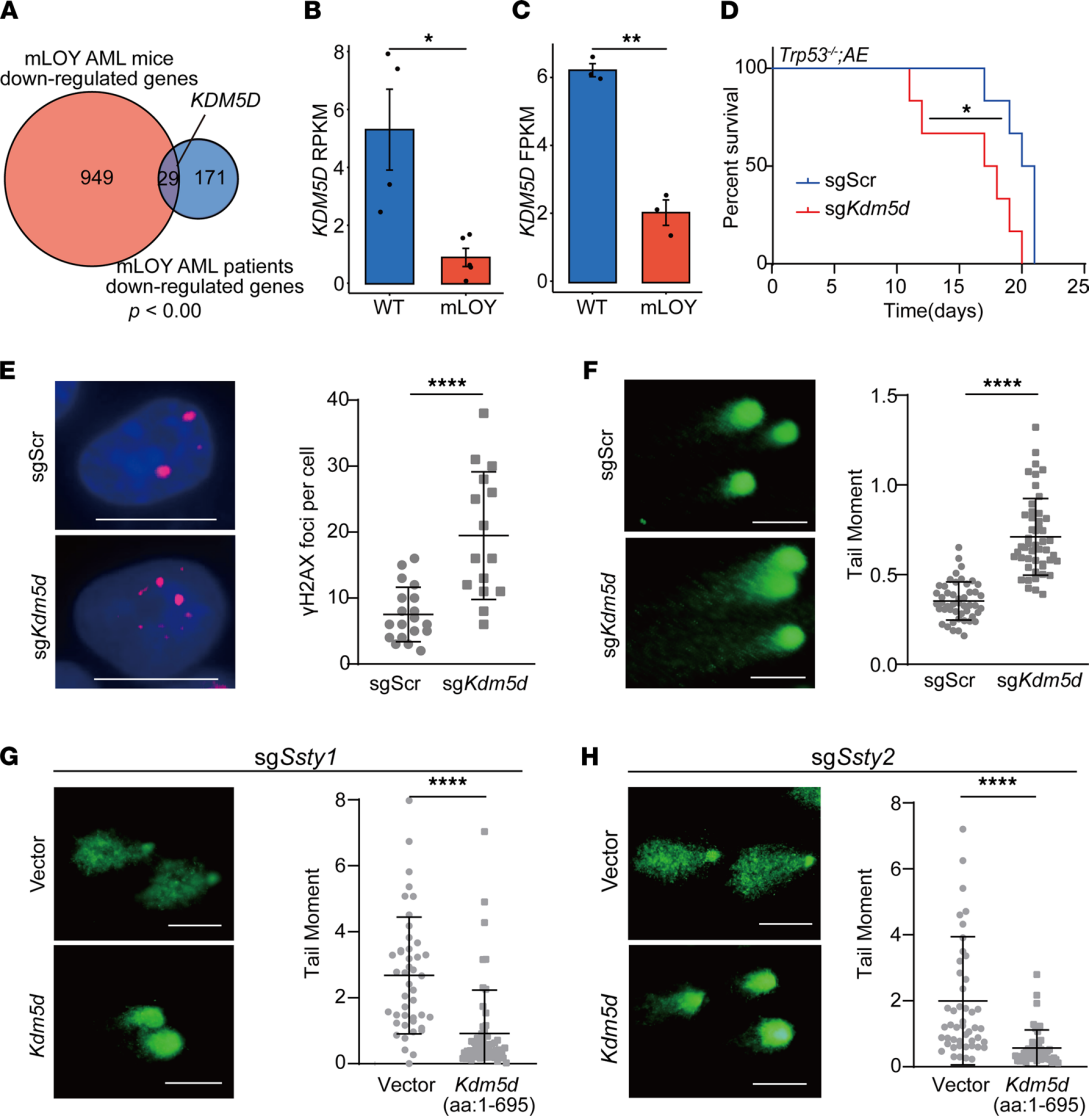
*KDM5D* loss promotes tumorigenesis and increased DNA damage. (**A**) Venn diagram showing the enrichment of the significantly downregulated genes in mLOY AML patients (top 200) and AML mice. (**B** and **C**) The expression levels of *KDM5D* in mLOY AML patients with *AML1-ETO* (**B**, *n* = 5; **C**, *n* = 3) and other *AML1-ETO+* patients (**B**, *n* = 4; **C**, *n* = 3) in 2 AML cohorts (TARGET AML and BEAT AML), from analysis of The Cancer Genome Atlas data. *P < 0.05, **P < 0.01 (2-tailed *t* test). (**D**) Kaplan-Meier tumor-free survival curve of recipient mice with sgScr; *AML1-ETO* and sg*Kdm5d*; *AML1-ETO* AML cells (*n* = 6). *P < 0.05 (log-rank test). (**E**) Left: Representative immunofluorescence images of γH2AX foci in sgScr and sg*Kdm5d* HSPCs. Scale bars: 10 μm. Red, γH2AX; blue, DAPI-labeled DNA. Right: Plot of γH2AX foci per cell, shown as the mean ± SD. ****P < 0.0001 (2-tailed Mann-Whitney test). (**F**) Left: Representative images of comet assay of sgScr and sg*Kdm5d* HSPCs. Scale bars: 50 μm. Right: Plot of comet assay of sgScr and sg*Kdm5d* HSPCs. The tail moment is shown as the mean ± SD. ****P < 0.0001 (2-tailed Mann-Whitney test). (**G**) Left: Representative images of comet assay of sg*Ssty1-*sgCas9 HSPCs with truncated-*Kdm5d* overexpression (bottom, the truncated KDM5D is a 659–amino acid protein consisting of aa 1–695) and vector only (top) was used as a negative control. Scale bars: 50 μm. Right: Plot of comet assay of sg*Ssty1*-sgCas9 HSPCs with truncated-*Kdm5d* overexpression and vector only. The tail moment is shown as the mean ± SD. ****P < 0.0001 (2-tailed Mann-Whitney test). (**H**) Left: Representative images of comet assay of sg*Ssty2*-sgCas9 HSPCs with truncated-*Kdm5d* overexpression (bottom) and vector only (top). Scale bars: 50 μm. Right: Plot of comet assay of sg*Ssty2-*sgCas9 HSPCs with truncated-*Kdm5d* overexpression and vector only. The tail moment is shown as the mean ± SD. ****P < 0.0001 (2-tailed Mann-Whitney test).

How the deposited data were processed for this re-analysis (not part of the article)

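RNA-seq of mouse cells was analysed in 21 of the 26 listed samples, in 7 groups of 3 libraries each. They came from 3 experiments: mLOY HSPCs (sgSsty1, sgSsty2 and sgScr), sgKdm5d HSPCs with their sgScr control, and sgKdm5d AML cells with their sgScr control. The other 5 samples, 3 of sgSsty2 AML and 2 of sgScr mLOY AML, are not analysed here, since no table held their values. The paper's results on mLOY AML and on patients were likewise outside these tables. The paper states 3 replicates per group, whereas 2 samples are listed for the sgScr mLOY AML group, and a label of the mLOY AML samples also names sgKdm5d.

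The authors deposited counts, which are whole numbers of reads per gene after alignment with STAR to GRCm38. According to the methods, adapters and low-quality reads had been removed by the sequencing company. The authors also deposited a normalized signal for each gene, which is the count divided by one DESeq2 size factor per library, computed within each table. Checked on the 3 pairs of tables, 100% of the normalized values gave whole reads when multiplied by their size factor. Each table lists 51912 genes, of which 51719 were matched to GENCODE vM21. The program that counted the reads, the release of its annotation and its use of strand are not named in the paper's text. Replicates were checked for copies. Of 21 pairs of libraries within a group, 0 were identical.

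The library totals and the floors are given with each experiment. A floor of 3 counts corresponded to 0.124 to 0.197 CPM over all libraries. Floors cover counting error only, and reads of one molecule copied by PCR are not independent.

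The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, fgsea 1.28.0 and DESeq2 1.42.0. In edgeR, counts were normalized by TMM, genes were filtered by filterByExpr, and groups were compared by the quasi-likelihood test. Genes that changed at least 2-fold with a Benjamini-Hochberg adjusted p of at most 0.05 were called, which is the threshold of the paper's methods. One fit covered the 9 mLOY HSPC libraries, and one fit of 6 libraries covered each sgKdm5d experiment. GSEA used fgsea with weight 1 and 10000 gene permutations, on the signal-to-noise ratio of the authors' normalized values, with an SD of at least 0.2 of the mean. With the replicate block or the length and GC trend removed, genes were instead ranked by the signed root of edgeR's F statistic. Gene sets were also tested on log2 CPM in limma by camera with its preset correlation, by camera with an estimated correlation, and by the rotation test fry. The Y-linked set at the claims used all 9 libraries of the mLOY HSPC experiment, and the lists used the 6 libraries compared. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.

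Before the data were examined, 13 gene lists were fixed: mismatch repair, MYC targets V2, a core list of DNA damage checkpoint genes, Y-linked genes, their X-linked paralogues, p53 targets, interferon response, neutrophil granule, monocyte and macrophage, erythroid, mast cell and basophil, lymphoid, and Xist as a mark of female recipients. The members of all lists were written from general knowledge, and those of the first 2 stand for the KEGG and Hallmark sets that the paper names. They made 49 tests over the 4 comparisons with sgScr, adjusted together. The tests and most alternatives were fixed at the same time. The genes named were also set by rule: those the paper names or targets, Trp53, Kit, Ddx3y, the X-linked paralogues and Xist, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 1 CPM over the libraries of the fit whose groups do not overlap, and up to 3 each way that were called with both mLOY guides. Any other gene named was chosen after its values were seen. Some results for single genes are not reported here.

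The direct comparison of sgSsty2 with sgSsty1, the removal of a trend over gene length and GC content, and thinning to the smallest library were added after the data were seen. Other alternatives were size factors by RLE, DESeq2, other filters on low counts, other rankings, a replicate block, and leaving out each library in turn. The replicate block in fry and camera for the sets in sgKdm5d HSPCs was added after the data were seen.

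Libraries were checked for pairing by their replicate number, from the correlation across genes of their deviations from the group means. Genes are not independent replicates. In the sgKdm5d HSPC experiment the same-numbered libraries deviated together (0.37, 0.12 and 0.26), so results with the replicate block are given beside those without it where a call changes.

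The methods were tested on simulated data with the spread of each experiment. Of 200 genes changed by 1.5 on the log2 scale, edgeR recovered 199 in the mLOY HSPC, 200 in the sgKdm5d HSPC and 49 in the AML experiment, with 4, 2 and 6 false calls. DESeq2 recovered 199, 200 and 132, with 2, 1 and 51 false calls. On simulated data without any change, DESeq2 called 28 genes in the AML experiment, and edgeR called 0 in each experiment. A set of 50 genes raised by 0.30 on the log2 scale had an NES of 2.66, 2.66 and 2.09. A set without change had an NES of -0.767, -0.796 and 0.802, although fry gave 0.0407 for it in the mLOY HSPC simulation.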

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

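The tests of a larger share of macrophages, of cells without p53, of simulations without change and of the direct difference between the guides were chosen after the results were seen. Each result here is from a comparison of HSPCs on which the paper's text does not report it, or from a difference between sgSsty1 and sgSsty2 HSPCs. The paper does report on MYC targets V2 and the p53 pathway in other samples.

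In sgSsty1 HSPCs, 230 genes differed from sgScr HSPCs, 219 higher and 11 lower, and in sgSsty2 HSPCs 419 genes did, 349 higher and 70 lower. With no fold threshold the balance was more even, with 858 genes higher and 267 lower in sgSsty1 and 1648 higher and 1161 lower in sgSsty2 HSPCs. An unadjusted p under 0.05 was found for 3064 and 4934 genes, where chance would give 755. The 2 groups did not overlap for 29.0% and 33.0% of the genes, where chance gives 10%. DESeq2 called 222 genes, of which 208 were also called by edgeR, and 342 genes, of which 336 were. Of the called genes, 0 lie on chromosome Y. A difference in depth as the whole cause is argued against, since 209 of the 230 and 373 of the 419 genes were still called with every library thinned to the smallest total. The same holds for gene length and GC content, with 219 and 388 of the genes still called after the trend was removed. For each guide, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the other 9 splits gave 0. In 20 simulations without change, at the spread of each gene between libraries, at most 2 genes were called for sgSsty1 and 3 for sgSsty2, which argues against the spread of genes that vary independently as the cause. Differences between libraries that many genes share are not simulated, and 10 splits cannot exclude that they fell together with the groups. Infection, cell culture and the loss of chromosome Y cannot be separated by this design, and no biological explanation was tested.

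Both guides called 128 genes, 127 higher and 1 lower, out of 521 called with either, and 0 changed in opposite directions. They share their sgScr libraries, so 20 simulations without any change were run beside this. The log2 fold changes of the guides correlated across genes with r of 0.495, where the simulations gave a mean of 0.499. The rank correlation was 0.278 against 0.454, and the same sign was found for 59.1% of genes against 66.8%. None of these measures was above its mean in the simulations. Those held no change, so their values are not the part that the shared control gives in the real data. Changes shared by the guides over all genes are thus neither shown nor excluded. The simulations called too few genes to say how much of the overlap of 128 the shared control brings.

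Changes are ranked here among called genes with non-overlapping groups and a mean of at least 1 CPM over the libraries of the fit. In sgSsty1 HSPCs, the largest rises were in Ifi213 (log2 fold change 3.77, standard error 0.81, adjusted p = 0.0148 in edgeR), Fabp4 (3.42) and Pdpn (3.24). The largest falls were in Mrgpra2a (-1.56), Lmo1 (-1.56) and Mrgpra2b (-1.50). In sgSsty2 HSPCs, the largest rises were in Ifit3 (4.62, standard error 0.76, adjusted p = 0.00162 in edgeR), Ifi213 (4.19) and Siglec1 (4.13). The largest falls there were in Abca4 (-2.09), Scd1 (-1.86) and Fam171a1 (-1.64). Each was past every library of the other group (exact permutation p = 0.1). Several are near the floor in sgScr HSPCs, where Ifi213 stood at 0.0928 CPM and Ifit3 at 0.189 CPM. The rise of Ifit3 in sgSsty1 HSPCs (3.17, adjusted p = 0.0435 in edgeR) lost its call in all 6 fits that left out one library, with adjusted p from 0.0525 to 0.143. For Ifi213 and Lmo1 in sgSsty1 HSPCs the call was lost in 3 of the 6 fits each, and for Mrgpra2b in 1.

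The interferon response list had a median log2 fold change of 1.32 in sgSsty1 HSPCs (higher for 19 of 20 genes, fry 0.000312) and of 1.31 in sgSsty2 HSPCs (20 of 20 genes, fry 0.0124). It was 1.02 in sgSsty2 HSPCs without replicate 2 and 1.82 without replicate 3. In edgeR's fit, with the 1 gene at the floor in sgScr HSPCs set to its bound, the medians over 21 genes were 1.39 and 1.61. Gene length and GC content as the whole cause are argued against, since the medians stayed at 1.35 and 1.56 with the trend removed. A larger share of macrophages may contribute, because the monocyte and macrophage list also rose, by a median of 0.69 in sgSsty1 HSPCs (10 of 12 genes, fry 0.000982) and of 1.21 in sgSsty2 HSPCs (12 of 12 genes, fry 0.000253). Its abundant genes moved unevenly, with Ly6c2 going from 1051 CPM in sgScr HSPCs to 955 and 1091 CPM, F13a1 from 124 to 80.6 and 147 CPM, Ccr2 from 103 to 118 and 176 CPM, Adgre1 from 84.3 to 151 and 155 CPM and Csf1r from 76.7 to 92.0 and 195 CPM. Cd68 went from 36.5 to 72.0 and 77.4 CPM, the scarcer C1qa from 2.48 to 8.92 and 25.9 CPM, and Lyz2, which is not on the list, from 2706 to 2476 and 4521 CPM. Between the guides, in edgeR, interferon genes were higher by a median of 0.40 in sgSsty2 HSPCs (17 of 21 genes) and macrophage genes by 0.98 (12 of 12 genes, gene permutation p = 0.0205 for the difference). On log2 CPM the interferon median was 0.26, which passed neither fry (0.560) nor camera (0.0984). Among the sgSsty2 libraries, replicate 3 had the highest mean log2 CPM of the macrophage genes (6.40) and the lowest of the interferon genes (3.11). Replicate 2 had the lowest (6.18) and the highest (4.33), the opposite of what a share of macrophages alone would give. In the sgSsty1 and sgScr groups, the libraries ranked alike on both lists, as such a share would give. There, replicate 2 was highest for macrophage and interferon genes (5.45 and 3.58 in sgSsty1, 4.90 and 2.22 in sgScr). With 3 libraries in each group these orders do not decide it, so a share of macrophages cannot be told apart from a response within the cells.

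The p53 target list had a median log2 fold change of 0.23 in sgSsty1 HSPCs (higher for 18 of 20 genes) and of 0.10 in sgSsty2 HSPCs (14 of 20 genes, fry 0.114). With the trend over length and GC content removed, the sgSsty1 median was 0.16. Cells without p53, as the labels state, would not be expected to raise p53 targets together, and fry gave 0.00243 for sgSsty1. This argues against that explanation, although other transcription factors could also act on these genes, which was not tested. Phlda3 went from 4.93 CPM in sgScr HSPCs to 14.8 CPM in sgSsty1 and 8.71 CPM in sgSsty2 HSPCs, and Zmat3 from 25.2 to 55.4 and 27.2 CPM.

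MYC targets V2 genes had an NES of -1.52 in sgSsty1 HSPCs (gene permutation p = 0.0179) and of -2.31 in sgSsty2 HSPCs (gene permutation p = 2.46e-07, lower for 55 of 57 genes). Their direction is opposite to that in sgKdm5d HSPCs, which come from a separate experiment. Runx1t1 stood at 191 CPM or more in each library there and at 0.609 CPM or less in each mLOY HSPC library. The cells may thus differ in more than the guide, and the opposite directions cannot be laid to the guides. Without sgSsty1 replicate 2 the NES of sgSsty1 HSPCs was -0.857, and without sgScr replicate 1 it was -1.14. An NES as large was found in 2 of the 10 splits for sgSsty1 and in 3 of the 10 for sgSsty2, and no technical or biological explanation was tested further.

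Compared directly, 396 genes differed between sgSsty2 and sgSsty1 HSPCs, 179 higher and 217 lower in sgSsty2, and an unadjusted p under 0.05 was found for 5301. Of the 521 genes called with either guide, 169 differed. Depth as the whole cause is argued against, with 337 of the 396 still called after thinning, and 1 of the 10 splits, the real one, gave as many. In sgSsty2 HSPCs the MYC targets V2 list was lower by a median of -0.11 (50 of 57 genes, fry 0.0175), the p53 targets by -0.17 (16 of 20, fry 0.0154) and the erythroid list by -1.58 (9 of 9, fry 0.00652). The neutrophil granule list was higher by 0.63 (9 of 12, fry 0.00330) and the monocyte and macrophage list by 0.97 (12 of 12, fry 0.000714). Adjusted within this comparison, camera called 5 lists in the real split and from 1 to 8 in the others (median 3). The splits thus do not set the number of lists apart from chance. A different mix of cell types between the cultures was not tested apart from the lists themselves, and the labels give no batch.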

How the results depend on the processing

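The counts of called genes stayed within 1.5 times the reported count under size factors by RLE, the length and GC correction, thinning, fits of the 2 groups alone and each fit without one library, in every comparison. The alternatives that moved it further follow. With at least 10 counts in every library, where fewer genes are tested, 267 genes were called in sgSsty2 HSPCs and 217 in the direct comparison of the guides. With no fold threshold, 1125 were called in sgSsty1 and 2809 in sgSsty2 HSPCs and 3331 between the guides. In sgKdm5d HSPCs, where 0 were called, there were 20 with no filter on low counts, 8 with DESeq2, 14 with the replicate block, and 14 with the replicate block and the length and GC trend removed. With no fold threshold there were still 0 without the block, but 314 with the replicate block, 232 higher and 82 lower. In sgKdm5d AML cells there were 1 with no filter and 10 with DESeq2. Apart from the fold threshold and the filter at 10 counts, the cause was not tested.

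Leaving out one library in turn gave 160 to 229 genes for sgSsty1, 315 to 480 for sgSsty2 and 286 to 534 between the guides. The genes lower in sgSsty2 HSPCs ranged from 28, without sgScr replicate 2, to 179, without sgSsty2 replicate 3, against 70 with all libraries. Those lower in sgSsty1 HSPCs ranged from 2 to 15, against 11, and those lower in sgSsty2 than in sgSsty1 HSPCs from 148 to 343, against 217. The mean of the Y-linked genes ranged from -0.15 to -0.11 in sgSsty1, from -0.15 to -0.0861 in sgSsty2, from -0.21 to -0.17 in sgKdm5d HSPCs and from 0.07 to 1.43 in AML cells. The NES of mismatch repair ranged from -1.41 to -1.03 in sgSsty1, from -1.72 to -1.33 in sgSsty2 and from 0.802 to 1.90 in sgKdm5d HSPCs. The checkpoint genes ranged from -0.585, without sgKdm5d replicate 1, to 1.65, without sgScr replicate 1. MYC targets V2 ranged from 1.83 to 2.55 in sgKdm5d, from -1.70 to -0.857 in sgSsty1 and from -2.46 to -2.05 in sgSsty2 HSPCs. The top 200 genes higher with sgKdm5d ranged from 0.998 to 1.13 in sgSsty1 and from -1.51 to -0.834 in sgSsty2, and the lower ones from 1.21 to 1.42 and from -1.45 to 1.07, the latter negative without sgSsty2 replicate 3 or sgScr replicate 3. List calls ranged from 21 to 26.

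The mLOY HSPC libraries (correlations of same-numbered deviations across genes from -0.15 to 0.14) and the AML libraries (0.16, -0.02 and -0.18) were not paired by number. With the replicate block, the Y-linked mean in sgSsty2 HSPCs was -0.11 (fry 0.0661). GSEA with the block ranked genes by the signed root of F. The mismatch repair NES in sgSsty1 was then -1.67 (gene permutation p = 0.0117). That of the top 200 higher genes in sgSsty2 was -1.76 (gene permutation p = 7.22e-06). Both are close to the values of that ranking without the block, given below, so the block itself moved them little. For sgKdm5d HSPCs with the replicate block, fry and the estimated correlation gave 0.148 and 0.207 for MYC targets V2 (NES 2.75) and 0.173 and 0.185 for mismatch repair (NES 1.62), above 0.05 as they are without the block. In sgKdm5d HSPCs, whose numbers pair the libraries, the block changed no call other than those of the called genes and Kdm5d, and Kit was 0.00343. With the block, Xist in AML cells was -0.51. Lists of 200 genes from the blocked fit gave 1.28 (gene permutation p = 0.0413) for the higher and 1.23 (gene permutation p = 0.0859) for the lower genes in sgSsty1, and 1.27 (gene permutation p = 0.0670) for the higher genes in sgSsty2, a reversal.

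Ranked by log2 fold change, the NES was -1.47 for mismatch repair in sgSsty2 (gene permutation p = 0.0565), 1.40 in sgKdm5d HSPCs (gene permutation p = 0.0838), -1.29 for MYC targets V2 in sgSsty1 (gene permutation p = 0.0763) and -1.12 for the top 200 lower genes in sgSsty2, a reversal. Ranked by the signed root of F, it was -1.63 for mismatch repair in sgSsty1 (gene permutation p = 0.0185) and -1.72 for the top 200 higher genes in sgSsty2 (gene permutation p = 1.97e-05). With that ranking and the length and GC trend also removed, it was -1.62 for mismatch repair in sgSsty1 (gene permutation p = 0.0133). With no filter on low counts, it was 1.33 for mismatch repair in sgKdm5d HSPCs (gene permutation p above 0.05) and 1.38 for the top 200 higher genes in sgSsty1 (gene permutation p = 0.0176).

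With the NES unchanged, other tests changed calls. For mismatch repair in sgSsty1 (-1.39), camera gave 0.0128 and fry 0.0385, and the estimated correlation 0.111. For MYC targets V2, fry gave 0.0943 and the estimated correlation 0.107 in sgKdm5d HSPCs (2.46), 0.135 and 0.244 in sgSsty1 (-1.52), and the estimated correlation 0.0593 in sgSsty2 (-2.31). For mismatch repair in sgKdm5d HSPCs (1.52) they gave 0.346 and 0.384, and for the top 200 lower genes in sgSsty1 (1.38) 0.101 and 0.426. For the top 200 higher genes in sgSsty2 (-1.15), camera gave 0.000561. The direction of camera was opposite to the NES for the top 200 higher genes in sgSsty1 and the lower ones in sgSsty2. List calls fell from 22 to 14 under fry and to 0 with the estimated correlation. The Y-linked mean in sgKdm5d HSPCs was -0.0703 (fry 0.273) over the 3 genes other than Kdm5d. Causes were not tested here either.

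Of 55 results for single genes, 24 changed under 550 alternatives: 23 weaker, 6 stronger and 29 reversed, and 492 the same. Of 22 list calls under 154 alternatives, 110 were the same, 42 weaker and 2 reversed. The reversed values follow. In sgSsty1 HSPCs, Kdm6a was -0.00578 with RLE, -0.00733 with DESeq2 and -0.0311 to 0.0147 without one library, Trp53 -0.0454 to 0.00821 and Kit -0.0319 to 0.16. In sgKdm5d HSPCs, leaving out one library gave Trp53 -0.36 to 0.20, Kit -0.22 to 0.19, Ddx3y -0.0181 to 0.0672, Ddx3x -0.11 to 0.0106, Eif2s3x -0.0423 to 0.0678 and Kdm5c -0.0114 to 0.0443, and leaving out a replicate number gave the mast cell list -0.15 to 0.0201. In AML cells it gave Uty -0.0804 to 1.83, Kit -0.39 to 1.13, Ddx3y -0.0263 to 1.15, Kdm5c -0.28 to 0.00680, Kdm6a -0.14 to 0.14, Xist -2.46 to 2.27 and the neutrophil list -2.62 to 0.50. The set of called genes in sgKdm5d HSPCs was empty, so its GSEA was not run and the top 200 lists took its place. The comparison of sgSsty2 AML could not be run without a table.

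Depth limits genes near the floor, such as Ssty2, Ifi213 and Xist in HSPCs. In AML cells, edgeR recovered 24.5% of simulated changes, so a count of 0 there excludes little.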

Differences from the paper's values

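The NES of the DNA damage checkpoint genes in sgKdm5d HSPCs was 0.951, against the paper's 1.85, and its gene permutation p was 0.533, against the paper's 0.00. The paper's gene set is not named in its text, so the 2 lists cannot be compared. Of 12 alternatives set before the data were examined that can change the NES, 3 gave an NES within 1 SD of the leave-one-out fits (0.779) of the paper's: 1.20 without sgKdm5d replicate 2, 1.22 without sgKdm5d replicate 3 and 1.65 without sgScr replicate 1. None of the 15 alternatives for p gave a value near the paper's, and they ranged from 0.00657 to 0.992.

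The NES of the MYC targets V2 genes in sgKdm5d HSPCs was 2.46, against the paper's 2.07. Of 11 alternatives set before the data were examined that can change the NES, 5 closed the gap: 2.23 when ranked by log2 fold change, 2.15 without the filter on low counts, 1.83 without sgKdm5d replicate 3, 2.07 without sgScr replicate 1 and 2.31 without sgScr replicate 3. The other 6 did not.

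The gene permutation p of the mismatch repair genes in sgSsty1 HSPCs was 0.0883, against the paper's 0.04. Of 14 alternatives set before the data were examined, 1 gave a p near the paper's, the rotation test fry with 0.0385. Fry tests the genes of the set alone, not their place among all genes as GSEA does. Its value therefore does not reproduce that of the paper. Ranking by the signed root of F, camera with its preset correlation and the replicate block also passed the threshold, with gene permutation or camera p of 0.0185, 0.0128 and 0.0117. The fit with the block was also ranked by the signed root of F, so it is not separate from that ranking.

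The paper states a significant reduction of Uty, Eif2s3y and Kdm5d with both guides. Over all genes, 0 of the 3 had an adjusted p of 0.05 or less with either guide in edgeR. Adjusted over the list alone, Uty and Eif2s3y passed with sgSsty1, and these and Kdm5d passed with sgSsty2. Kdm5d with sgSsty1 had a list value of 0.305. Over all genes, leaving out one library gave adjusted p as low as 0.0303 for Eif2s3y and 0.0368 for Kdm5d with sgSsty2.

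The paper refers to genes significantly up- and downregulated in sgKdm5d HSPCs. At the same threshold 0 genes were called in edgeR, while an unadjusted p under 0.05 was found for 1232. DESeq2, which the paper's methods name, called 8 genes, the replicate block 14 and no filter on low counts 20, all of them set before the data were examined.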

Other observations

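The tests of Ddx3y, of Runx1t1 and of gene length and GC content for the MYC targets V2 genes were chosen after the results were seen.

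For the sets at the claims, the 10 splits of the 6 libraries into 3 and 3 are too few to exclude a chance result. The mean of the Y-linked genes was as large in 1 split for sgSsty1 and in 2 for sgSsty2 HSPCs, and the NES of the mismatch repair genes in 2 and in 1. Among the sgKdm5d HSPC libraries, the Y-linked mean was as large in 1 split, the NES of the checkpoint genes in 6 and that of the MYC targets V2 genes in 2. Of the 4 splits that part all 3 pairs of same-numbered libraries, these were 1, 2 and 2. The other splits keep some pairs together in a group. As many called genes, 0, were found in all 10 splits, and as many genes with an unadjusted p under 0.05 in 3 of the 10 and in 1 of those 4. With the replicate block, 1 of the 4 splits gave as many genes, the real one with 14, and the others gave 0. Gene length and GC content as the whole cause of the MYC targets V2 result in sgKdm5d HSPCs are argued against. Ranked by the signed root of F, the NES was 2.75 with the block, and 2.74 with the trend also removed.

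Ddx3y was not lower in sgSsty1 and sgSsty2 HSPCs (log2 fold changes -0.02 and 0.12). If 15% of the cells had lost the chromosome and nothing else changed, each Y-linked gene would change by -0.23. Ddx3y lay 5.87 standard errors above this value in sgSsty2 HSPCs and 3.53 in sgSsty1 HSPCs, which argues against loss of the chromosome alone in that share of the cells as the whole account of the Y-linked genes. Uty was close to it with either guide (-0.27 and -0.22). Eif2s3y lay 1.99 standard errors above it in sgSsty1 and 1.75 in sgSsty2 HSPCs, and Kdm5d 1.98 and 0.348. A smaller share of cells, or a change in the regulation of Ddx3y, was not tested. The X-linked paralogues had mean log2 fold changes of -0.03 and -0.07 (fry 0.0492 and 0.00754). In sgSsty2 HSPCs they moved unevenly, with Eif2s3x at -0.24 (adjusted p = 0.0208 in edgeR), Kdm5c at -0.12, Ddx3x at 0.05 and Kdm6a at 0.04. The fall of Eif2s3x was larger than that of Eif2s3y (-0.14), but its adjusted p stayed under 0.05 in only 2 of 6 leave-one-out fits. In each library, 0 counts of Ssty1 and at most 1 of Ssty2 were found.

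Runx1t1, the mouse gene of ETO, stood at 191 CPM or more in each of the 6 sgKdm5d HSPC experiment libraries and at 0.609 CPM or less in each mLOY HSPC library, a ratio of 314. In the AML libraries it was between 44.4 and 134 CPM. Reads from an AML1-ETO construct may be counted on Runx1t1, and these values are as that would need. The labels place AML1-ETO with the mLOY samples and not with the sgKdm5d HSPCs. Over 19 p53 targets, sgScr HSPCs of the mLOY experiment were higher than those of the sgKdm5d experiment by a median log2 of 0.21, at percentile 87.1 of 10000 random lists. Among p53 targets picked after their values were seen, Phlda3 stood at 4.93 CPM against 0.461 CPM, Zmat3 at 25.2 against 5.63 CPM, Ccng1 at 117 against 63.7 CPM and Eda2r, which is not among the 19, at 1.48 against 0 CPM, while Cdkn1a was at 138 against 142 CPM and Mdm2 at 81 against 69.2 CPM. The 2 tables come from separate experiments, so this does not settle the genotype.

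In sgSsty1 HSPCs, other lists were lower for neutrophil granule genes (median log2 fold change -0.38, 12 of 12 genes, fry 0.00712) and higher for erythroid (0.90, 9 of 9, fry 0.00541) and mast cell and basophil genes (0.45, 11 of 12, fry 0.00119). The erythroid median was 0.66 without replicate 3 and 1.35 without replicate 2. Checkpoint genes had -0.04 (fry 0.0266), lymphoid genes -0.36 (4 genes, fry 0.0211), Y-linked genes -0.11 (fry 0.00953) and X-linked paralogues -0.03 (fry 0.0531). In sgSsty2 HSPCs, mast cell and basophil genes were higher (0.67, 10 of 12, fry 0.00427), and the medians were -0.08 for checkpoint (fry 0.0759), 0.20 for neutrophil granule (fry 0.690), -0.34 for erythroid (fry 0.420), 0.10 for lymphoid (fry 0.767), -0.17 for Y-linked genes (fry 0.0539) and -0.04 for X-linked paralogues (fry 0.0220). These list tests use the 6 libraries compared. The eosinophil genes Epx and Prg2, chosen after their values were seen, went from 561 and 809 CPM in sgScr HSPCs to 2534 and 3180 CPM in sgSsty1 and to 1271 and 2239 CPM in sgSsty2 HSPCs.

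In sgKdm5d HSPCs, the erythroid list was higher (median log2 fold change 0.21, 10 of 11 genes, fry 0.000376). Mismatch repair genes had an NES of 1.52 (gene permutation p = 0.0387), which was 0.802 without sgKdm5d replicate 1, and fry gave 0.346. Median log2 fold changes were 0.03 for p53 targets (fry 0.911) and 0.17 for interferon response (fry 0.245). The interferon median was 0.08 without replicate 1 and 0.31 without replicate 3. Medians were -0.06 for neutrophil granule, -0.07 for monocyte and macrophage and -0.09 for mast cell and basophil genes (fry 0.442). For lymphoid genes the median was 0.08, for Y-linked genes -0.12 and for X-linked paralogues -0.02.

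Since 0 genes were called in sgKdm5d HSPCs, the 200 genes with the strongest rise and the 200 with the strongest fall were tested in mLOY HSPCs. The paper's statement on such genes is about mLOY in mice and patients, not about these libraries. The higher genes had an NES of 1.11 in sgSsty1 (gene permutation p = 0.254) and of -1.15 in sgSsty2 HSPCs (gene permutation p = 0.104). The lower genes had 1.38 (gene permutation p = 0.0103) and 0.977 (gene permutation p = 0.526). An NES as large came from 2, 4, 6 and 10 of the 10 splits, in that order. The lists share 155 and 127 genes with those of the blocked fit. With the blocked lists, as given above, the call in sgSsty1 HSPCs passed from the lower to the higher genes. The NES of the higher genes in sgSsty2 HSPCs changed sign.

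Camera called 22 of the 49 list tests, 8 in sgSsty1, 6 in sgSsty2, 6 in sgKdm5d HSPCs and 2 in sgKdm5d AML cells. Under fry 13 of these held, 6, 5, 2 and 0, and with an estimated correlation 0 did. Adjusted within a comparison, as many calls came from 1, 5, 3 and 9 of the 10 splits, in that order, and for sgKdm5d HSPCs from 1 of the 4 that part the pairs.

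In AML cells, 0 genes were called in all 10 splits, and all 10 gave as many genes with an unadjusted p under 0.05. DESeq2 called 10 genes, fewer than the 28 false calls it made on simulated AML data without change. The mean log2 fold change of the Y-linked genes was 1.04 (fry 0.523), and 0.07 without sgKdm5d replicate 2, and 5 of the 10 splits gave a mean as large. Cells of the female recipients would lower Y-linked genes and raise Xist, so their correlation would be negative. Over the 6 libraries it was positive, the opposite sign: Xist correlated with Eif2s3y, Ddx3y and Uty with rho = 0.6 (exact permutation p = 0.242) and r = 0.660 (exact permutation p = 0.139), and r was 0.765 without the 2 farthest libraries. The highest Xist and the highest Eif2s3y, Ddx3y and Uty were in one library, sgKdm5d replicate 2 (126, 252, 272 and 120 CPM). With 6 libraries the correlation is within its spread, which keeps the explanation open. Replicate 3 of sgKdm5d had the lowest mean correlation with the other libraries, 0.906, with 7.38% mitochondrial counts, 13.2% of counts in its top 20 genes and Ptprc at 16.4 CPM. The neutrophil granule list had a median log2 fold change of -1.39 (fry 0.483), and 0.50 without replicate 3. In edgeR, its genes ran from -0.58 to 0.19, with a median of -0.0487. Medians of log2 CPM were -0.02 for mismatch repair, 0.00 for MYC targets V2, -0.01 for checkpoint, 0.53 for Y-linked genes, -0.14 for X-linked paralogues, -0.14 for p53 targets, -0.28 for interferon response, -0.27 for monocyte and macrophage, -0.27 for erythroid, -0.46 for mast cell and basophil, 0.21 for lymphoid genes and -0.27 for Xist, and fry gave at least 0.296 for each. In edgeR, the median had the opposite sign for monocyte and macrophage (0.21), mast cell and basophil (0.31), MYC targets V2 (0.0654) and Xist (0.59), so the direction of these lists in AML cells depends on the method.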
